# Human β-defensin 3 affects the activity of pro-inflammatory pathways associated with MyD88 and TRIF

**DOI:** 10.1002/eji.201141648

**Published:** 2011-08-02

**Authors:** Fiona Semple, Heather MacPherson, Sheila Webb, Sarah L Cox, Lucy J Mallin, Christine Tyrrell, Graeme R Grimes, Colin A Semple, Matthew A Nix, Glenn L Millhauser, Julia R Dorin

**Keywords:** Anti-inflammatory, Defensin, Innate immunity, Microarray, Toll-like receptor

## Abstract

β-Defensins are cationic host defense peptides that form an amphipathic structure stabilized by three intramolecular disulfide bonds. They are key players in innate and adaptive immunity and have recently been shown to limit the production of pro-inflammatory cytokines in TLR4-stimulated macrophages. In the present study, we investigate the mechanism underlying the anti-inflammatory effect of human β-defensin 3 (hBD3). We show that the canonical structure of hBD3 is required for this immunosuppressive effect and that hBD3 rapidly associates with and enters macrophages. Examination of the global effect of hBD3 on transcription in TLR4-stimulated macrophages shows that hBD3 inhibits the transcription of pro-inflammatory genes. Among the altered genes there is significant enrichment of groups involved in the positive regulation of NF-κB including components of Toll-like receptor signaling pathways. We confirm these observations by showing corresponding decreases in protein levels of pro-inflammatory cytokines and cell surface molecules. In addition, we show that hBD3 reduces NF-κB signaling in cells transfected with MyD88 or TRIF and that hBD3 inhibits the TLR4 response in both MyD88- and TRIF-deficient macrophages. Taken together these findings suggest that the mechanism of hBD3 anti-inflammatory activity involves specific targeting of TLR signaling pathways resulting in transcriptional repression of pro-inflammatory genes.

## Introduction

The mammalian immune system has developed a multitude of mechanisms to deal with invading micro-organisms. β-Defensins are cationic, antimicrobial peptides believed to defend the host against invading microbes by inhibiting bacterial cell wall biosynthesis 1. In addition, β-defensins have immunomodulatory properties and chemoattract monocytes, lymphocytes and DCs 2, suggesting that these antimicrobial peptides play a role in the link between innate and adaptive immunity. Human β-defensins chemoattract immune cells and hBD3 in particular has been shown to bind a variety of receptors including CCR6, CCR2 3, 4 melanocortin receptors 5 and the chemokine receptor CXCR4 6.

β-Defensins have been shown to increase expression of pro-inflammatory mediators in keratinocytes 7 and immune cells. In immature DCs, murine DEFB2 has been described as a ligand for Toll-like receptor 4 (TLR4) and induces maturation and co-stimulatory molecules 8. In addition, hBD3 has been shown to induce expression of co-stimulatory molecules CD80, CD86 and CD40, on human monocytes and myeloid DCs in a TLR1/2-dependent manner 9. Conversely, some studies have described an inhibitory effect of defensins. DEFB123 prevents LPS-mediated effects in vitro and in vivo 10, and a range of α- and β-defensins have significantly inhibited the expression of LPS-induced pro-inflammatory cytokines 11, 12. In some cases the researchers attribute the suppressive effects of defensins on the immune response to defensin-LPS binding 10, 12 as has previously been described for the bactericidal/permeability increasing protein from granulocytes 13 and the cathelicidin LL-37 14.

We previously described an anti-inflammatory role of hBD3 by demonstrating that hBD3 inhibits the accumulation of TNF-α and IL-6 proteins in LPS-stimulated BM-derived macrophages both in vitro and in vivo 15. The mechanism of this activity is unknown and it may be that, like other defensins 8, 10, hBD3 is binding LPS in the extracellular space. hBD3 may also bind to TLR4 thereby preventing the TLR4-LPS interaction. However, we have previously shown that hBD3 does not bind LPS in the limulus amebocyte assay and that hBD3 also inhibits a non-TLR ligand, CD40L 15. In the present study, we further clarify the mechanism of hBD3 anti-inflammatory action by examining the requirement for structural integrity; the uptake of hBD3 by macrophages; the transcriptional response of macrophages and the intracellular signaling pathways suppressed by hBD3.

## Results

### The importance of the structural integrity of hBD3

We have previously shown that hBD3 does not induce a pro-inflammatory response, but suppresses the cytokine response of macrophages to LPS. Other researchers however, have found hBD3 to have pro-inflammatory effects in immune cells 9. We investigated whether the structural integrity of hBD3 plays an important part in the immune-modulating effect of this peptide. Structure has previously been shown to affect hBD3–receptor interactions and chemotactic activity 16. hBD3 has an N-terminal α-helix followed by three antiparallel β sheets, which is stabilized by six canonical cysteines and three disulfide bonds 17. To determine whether the disulfide bond stabilization of hBD3 is important for the anti-inflammatory effect, we validated the oxidation of our hBD3 preparation and also synthesized a form of hBD3 where the six cysteine residues were replaced by serines (hBD3cys-ser). This peptide has the same net charge and hydrophobicity as the parent peptide. hBD3cys-ser did not inhibit LPS-induced TNF-α and in fact significantly enhanced the pro-inflammatory effects of LPS, in contrast to the anti-inflammatory effects observed with folded hBD3 (Fig. 1A). In the absence of LPS, hBD3cys-ser had no effect on TNF-α levels. None of the above treatments affected cell viability as MTT assay measurements were comparable between treated cells and untreated controls. These data suggest that hBD3, in both structural forms, does not induce a pro-inflammatory response, but in the presence of LPS, hBD3 that is not canonically folded enhances the pro-inflammatory effects of LPS in macrophages.

**Figure 1:**
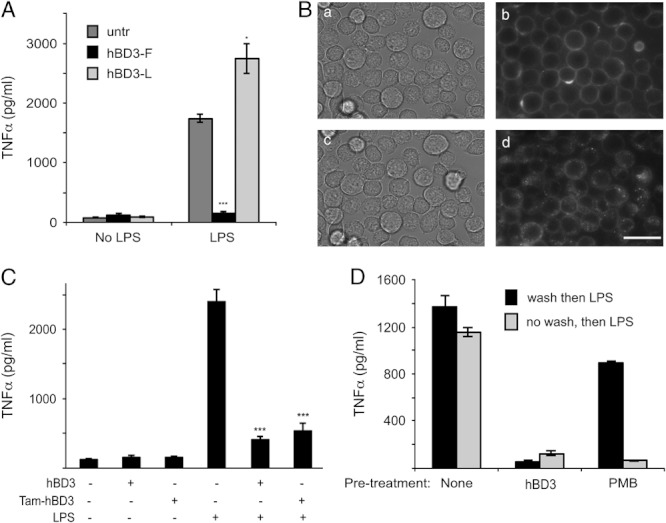
hBD3 anti-inflammatory effect is dependent on structure and cellular uptake. (A) RAW264.7 cells were treated with 50 ng/mL LPS with and without either canonically folded hBD3 (hBD3-F) or linearised hBD3 (hBD3-L) each at 5 μg/mL for 4 h. TNF-α in tissue culture supernatant was measured by ELISA, *n*=3. Data are presented as means±SEM, significance assessed by unpaired *t*-test, ^***^p<0.001, ^*^p<0.05 was calculated by comparing LPS plus hBD3 with LPS alone. (B) RAW 264.7 cells cultured on glass overnight were exposed to 5 μg/mL hBD3^TAMRA^. A z-series was collected for each treatment with an interplane distance of 0.2 μM. The optimal *z*-plane from each stack is shown. The fluorescent images show the cells immediately (b) and 10 mins (d) after exposure to the peptide, with the corresponding brightfield images shown in (a) and (c). Scale bar 10 μM. (C) TNF-α in tissue culture supernatant from RAW264.7 treated as above, was measured by ELISA, *n*=3. Data are presented as means±SEM, significance assessed by unpaired *t*-test, ^***^p<0.001, was calculated by comparing LPS plus hBD3 or hBD3^TAMRA^, with LPS alone. (D) RAW264.7 cells were pre-treated in serum-free media with 5 μg/mL hBD3 or 10 μg/mL polymyxin B for the indicated times, washed twice with PBS, then returned to conditioned serum-free media before incubation with 50 ng/mL LPS for 4 h. TNF-α in tissue culture supernatant from was measured by ELISA, *n*=3. Data are presented as means±SEM, significance assessed by unpaired *t*-test, ^***^p<0.001, was calculated by comparing LPS plus hBD3 with LPS alone.

### hBD3 rapidly enters macrophages

To investigate whether hBD3 remains at the cell surface or enters the cell, we treated RAW264.7 macrophage cells with TAMRA-labeled hBD3 (hBD3^TAMRA^) and used live cell imaging to track uptake of the labeled peptide. Immediately after addition, hBD3^TAMRA^ was evident on the surface of the cell membrane (Fig. 1B, panel b). After 10 mins labeled hBD3 was visualized in the cell cytoplasm, and did not appear to enter the nucleus (Fig. 1B, panel d). hBD3^TAMRA^ continued to accumulate both inside the cell and on the cell surface over 2 h (Supporting Information Movie) whereas TAMRA label alone did not enter cells over a period of 24 h (Supporting Information Fig. 1). The presence of the TAMRA label did not affect the anti-inflammatory properties of hBD3 (Fig. 1C).

To demonstrate that the anti-inflammatory effect of hBD3 was not simply due to hBD3-LPS binding, we treated RAW264.7 cells with hBD3 for 1 h and washed the cells thoroughly before stimulating with LPS. Removal of hBD3 from the extracellular environment did not alter the ability of hBD3 to inhibit the pro-inflammatory effects of LPS (Fig. 1D). In comparison, the anti-inflammatory effect of polymyxin B, a cyclic hydrophobic peptide known to bind LPS, was significantly affected by washing. These results in combination with our previous finding that hBD3 significantly inhibits the effects of LPS, even when cells are treated with LPS for 1 h before the addition of hBD3, strongly suggests that most of the hBD3 inhibitory effect is occurring downstream of TLR4 activation by LPS.

### hBD3 represses TLR4-mediated transcription

To further investigate the molecular mechanisms underlying the hBD3 effect, we profiled global gene expression changes in macrophages. A chemically defined LPS molecule, which consists of lipid A with an attached 3-deoxy-d-manno-octulosonic acid, termed KDO_2_-Lipid A (KLA) has been shown to induce comparable bioactivity and displays a similar gene expression profile to wildtype LPS from Gram-negative bacteria 18. We compared the effects of hBD3 on LPS- and KLA-stimulated BMDM and found that hBD3 significantly inhibited TNF-α induced by both LPS and KLA (Fig. 2A). To examine the effects of hBD3 on gene expression, BMDM from Balb/c mice were treated with KLA in the presence and absence of hBD3, hBD3 alone or left untreated. Previous studies have shown a marked increase in the transcription of pro-inflammatory cytokines at 6 h 19, we therefore examined patterns of expression associated with hBD3 and/or KLA treatment at 6 h.

**Figure 2:**
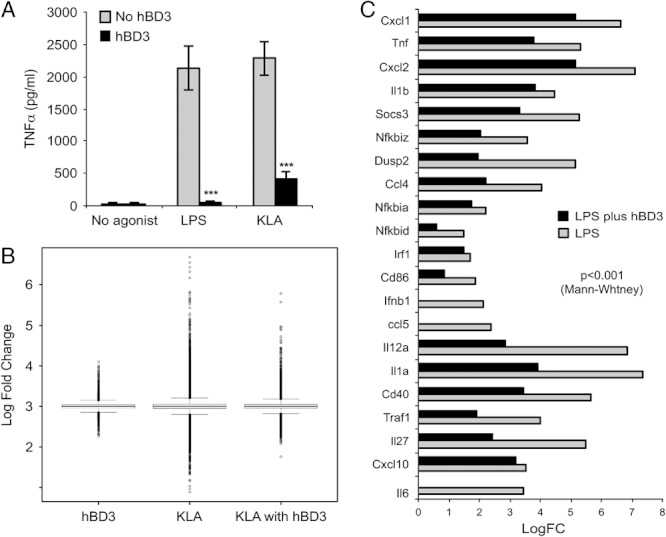
hBD3 inhibits LPS/KLA induced transcription. (A) BMDMs were treated with 50 ng/mL LPS or KLA in the presence and absence of 5 μg/mL hBD3 for 18 h. TNF-α in the supernatant was measured by ELISA, *n*=3 (BMDMs from three separate mice). Data are presented as means±SEM, significance assessed by unpaired *t*-test, ^***^p<0.001 was calculated by comparing LPS or KLA plus hBD3 with LPS or KLA alone. (B) Global gene expression changes in BMDMs treated for 6 h with 50 ng/mL KLA in the presence and absence of 5 μg/mL hBD3. Each box represents the interquartile range centered upon the median (and containing 50% of the values), the whiskers denote 1.5 times the interquartile range, and the circles represent outlier values beyond the whiskers. For each treatment (*x*-axis) the distribution of log FC values (*y*-axis) for all genes on the array are shown relative to untreated cells. Each circle on the graph represents a gene on the array. (C) Examples of genes suppressed by hBD3. The genes differentially expressed after BMDM stimulation with KLA (striped bars) were compared to the genes differentially expressed after BMDM stimulation in the presence of hBD3 (black bars). Each bar represents the average log fold change value compared to untreated BMDMs. Each treatment has been carried out in triplicate on three separate mice. *p*<0.001 Mann–Whitney test.

As expected the analysis of the microarray data revealed evidence of significant expression changes in response to KLA. Compared with unstimulated macrophages, 6 h KLA treatment resulted in 5494 differentially expressed genes (multiple testing adjusted *p*-value of <0.05). This list of genes (Supporting Information Fig. 2, list 1) contained many genes reported to be altered in LPS-stimulated macrophages 20 and we observed a significant positive correlation (Pearson's *r*=0.585, *p*<0.01) with the LPS gene expression profile presented by Amit et al. 21.

Exposing macrophages to a combination of KLA and hBD3 dramatically reduced the number of genes significantly differentially expressed, from 5494 to 1779 (Supporting Information Fig. 2, list 2). We examined the distributions of expression changes, as log fold change (log FC) values, for all genes on the array between untreated cells and two treatments: KLA and KLA plus hBD3. The changes in distributions revealed a dramatic reduction in the spread of log FC values in the presence of hBD3, consistent with hBD3 globally attenuating the transcriptional response to KLA (Fig. 2B). We used the bioinformatics tool DAVID 22, 23 and identified significant KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment among the genes differentially expressed between KLA treatment and KLA treatment in the presence of hBD3. Many of the genes suppressed by hBD3 are involved in both the TLR signaling and NOD-like receptor signaling pathways (Supporting Information Table 1). The genes demonstrating the highest log FC values after KLA treatment alongside the corresponding decreases in expression with treatment in the presence of hBD3 are shown in Fig. 2C. The expression values for KLA treatment are significantly different from log FC values for combined KLA and hBD3 treatment (*p*<0.001, Mann-Whitney test). These data suggest that hBD3 limits the effects of TLR4 stimulation by KLA by inhibiting gene transcription and/or events leading to gene transcription.

### hBD3 repression of transcription is reflected by a reduction in protein levels

We confirmed that the repressive effects of hBD3 on gene transcription were reflected by inhibitory effects on the resulting gene products. Measurement of IL-6, IL-12p40 and RANTES proteins (the gene products of *Il6*, *Il12a* and *Ccl5*, respectively) after 18 h treatment with KLA or LPS without or with hBD3 reflected the gene expression results. These protein measurements were carried out in both BMDMs (induced from BM by CSF-1) and conventional myeloid dendritic cells (cDC) (induced from BM by GM-CSF) to examine potential differences in hBD3 effect between cells with different backgrounds of cytokine/chemokine environment. Exposure of BMDM to 50 ng/mL of the TLR4 ligands, resulted in a significant increase in IL-6, IL-12p40 and RANTES (Fig. 3A). The presence of 5 μg/mL of hBD3 significantly reduced the induction of these cytokines (Fig. 3A) and IFN-β (Supporting Information Fig. 3). The same inhibitory effects were observed in cDCs (Fig. 3B), despite different basal levels of cytokine (particularly IL-12p40) in the untreated cells.

**Figure 3:**
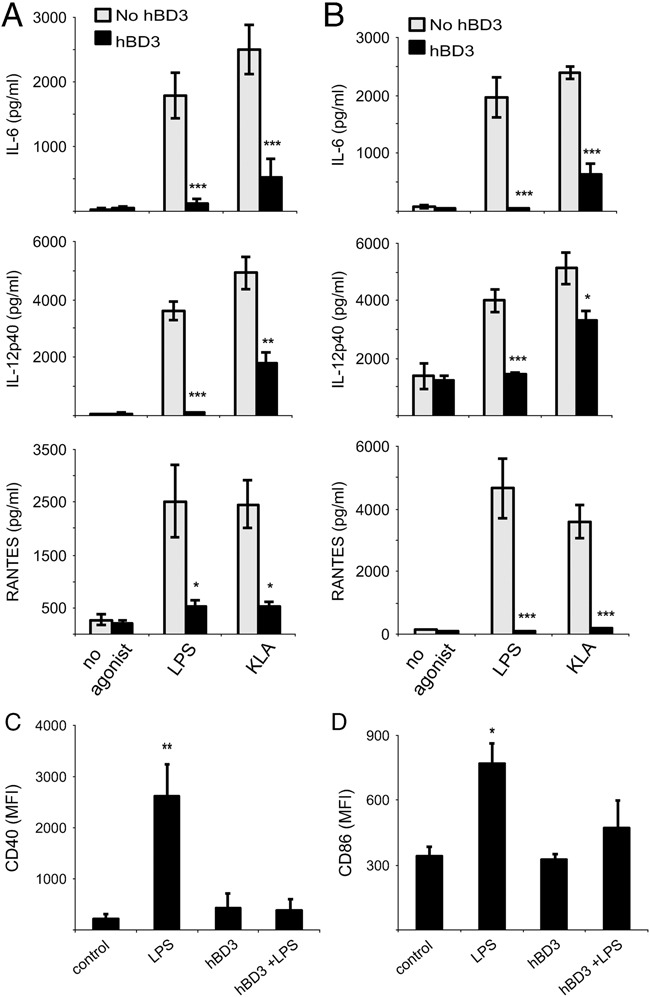
hBD3 inhibits production of TLR4-induced IL-6, IL-12p40, RANTES and co-stimulatory molecules. (A) BMDMs and (B) cDCs were treated with 50 ng/mL LPS or KLA in the presence or absence of 5 μg/mL hBD3 for 18 h. Cytokine levels in the cell culture supernatants were measured by ELISA, *n*=3 (BMDMs from three separate mice and cDCs from three further separate mice). Data are presented as means±SEM, significance assessed by unpaired *t*-test, ^***^p<0.001, ^**^p<0.01, ^*^p<0.05 was calculated by comparing LPS or KLA plus hBD3 with LPS or KLA alone. (C, D) BMDM were treated with 50 ng/mL LPS in the presence and absence of 5 μg/mL hBD3. Cell surface expression of (C) CD40 and (D) CD86 was assessed by flow cytometry. Data are presented as mean fluorescence intensity (MFI) demonstrating a significant increase in CD40 (^**^p<0.01) and CD86 ^*^(*p*<0.05) after treatment with LPS. This increase was not observed after treatment with LPS in the presence of hBD3 or hBD3 alone, *n*=3 (BMDMs from three separate mice, significance assessed by one-way ANOVA with Tukey post test).

In addition, the suppression of co-stimulatory molecule gene expression by hBD3 was confirmed using flow cytometric analysis. Co-stimulatory molecules, CD40 and CD86, are often used as a measure of macrophage activation. In agreement with the gene expression data, LPS treatment resulted in the expression of CD40 and CD86 proteins on the cell surface. This co-stimulatory molecule expression was significantly suppressed in the presence of hBD3 (Fig. 3C and D and Supporting Information Fig. 4). These data demonstrate that the repression of *Il6*, *Il12a*, *Ccl5*, *CD40* and *CD86* transcripts by hBD3 is consistent with a reduction in the protein levels as measured by ELISA or flow cytometry.

### hBD3 is associated with a global attenuation of early LPS effects

TLR4 stimulation of BM-derived immune cells results in significant transcriptional changes within 1 h 24, 25. As we have shown that hBD3 is in the cell cytoplasm at this time we sought to determine whether these early transcriptional events are suppressed by hBD3. We have shown that hBD3 inhibition of LPS-induced TNF-α is more complete than hBD3 inhibition of KLA-induced TNF-α (see Fig. 2A), we therefore treated macrophages for 1 h with LPS in an effort to optimize the experiment at this early time point. This also replicates the TLR4 stimulation demonstrated in previous studies 21, 24 which used LPS from *Escherichia coli* serotype 055:B5. 

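Gene expression at 1 h was measured on 12 Illumina mouse arrays, 3 each for untreated BMDM and for BMDM treated with hBD3, LPS, or LPS plus hBD3. The paper gives 50 ng/mL LPS and 5 μg/mL hBD3, while the sample labels give 50 ng/mL LPS, 5 mg/mL hBD3 and no dose for the combination. The paper's doses are used here. The submitters' design note gives 3 separate mice per group, and whether samples with equal replicate numbers share a mouse was not stated there. The files hold BeadStudio's signal for 25697 probes on each array, before any normalization between arrays, with a detection p per probe. At a detection p under 0.01, 9427 to 9923 probes were detected per untreated array (median 9709), 9334 to 9836 with hBD3 (median 9550), 8958 to 9688 with LPS (median 9386) and 9236 to 9416 with LPS plus hBD3 (median 9283). The signals were quantile normalized across the 12 arrays and log2 transformed, and limma was fitted to all probes, with an adjusted p under 0.05 as the threshold. Log FC is on the log2 scale throughout. A gene with several probes, such as Gapdh or Actb, is represented by the probe with the highest mean signal. The housekeeping gene Gapdh, a glycolytic enzyme, had a log FC of -0.05 with LPS and of 0.05 with LPS plus hBD3 against LPS (SE 0.16 each), and both signs turned under median scaling (0.01 and -0.23). Actb, which encodes β-actin, had a log FC of -0.04 with LPS (SE 0.15), but 2 other Actb probes were detected on LPS replicate 1 and on no other array, and a further one, detected on all arrays, lay at 13.85 on LPS replicate 1, at 10.47 and 10.73 on LPS replicates 2 and 3 and at 9.49 in untreated BMDM. The remaining one, also detected on all arrays, went the other way, with 7.99, 11.30 and 11.45 on LPS replicates 1 to 3 and 11.69 in untreated BMDM. That array had a mean correlation across probes of 0.968 with the other LPS arrays, against 0.983 and 0.979 for LPS replicates 2 and 3. In a simulation with 50 changed probes of each size, the test recovered 32% at a log FC of 0.5, 78% at 1, 94% at 2 and 100% at 3, with 7 false calls. The changed probes were drawn from those detected on all 12 arrays, with noise independent between arrays. Recovery can therefore be lower for real genes that vary more between replicates. In the data Il1b, with a log FC of 3.66 with LPS, did not pass. The number of arrays limits the precision.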

The list of genes increased by LPS at 1 h (Supporting Information Fig. 2, list 4) demonstrated a significant positive correlation (Pearson's *r*=0.579, *p*<0.01) with a comparable data set: the 1 h LPS gene expression profile presented by Amit et al. 21. Treatment with LPS in the presence of hBD3 at 1 h again displayed patterns consistent with hBD3 globally attenuating the response to LPS (Supporting Information Fig. 5).

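Of the genes that LPS raised, several were expressed at lower levels when hBD3 was present. Cxcl1, a chemokine that attracts neutrophils, had a log2 signal of 10.30 ± 0.47 (SD, n = 3) with LPS plus hBD3, a log FC of -2.61 against LPS (SE 0.33, adjusted p = 0.0186 from limma). Socs3, an inhibitor of cytokine signaling, fell from 10.73 ± 0.52 to 8.23 ± 0.39, a log FC of -2.50 (SE 0.26, adjusted p = 0.00559), and Dusp2, a phosphatase that inactivates MAPK, had a log FC of -2.46 (SE 0.26, adjusted p = 0.00559). Nfkbid, a nuclear IκB protein, had a log FC of -1.65 (SE 0.12) and Ppp1r15a, a phosphatase subunit of the stress response, of -1.09 (SE 0.08), both with an adjusted p of 0.000657. Tnf had a log2 signal of 10.41 ± 0.94 with LPS plus hBD3 and 12.70 ± 1.04 with LPS, a log FC of -2.29 (SE 0.56) that did not pass the test without a replicate block (adjusted p = 0.898) and passed with it (adjusted p = 0.00425). Of the other genes with a large response to LPS, Egr1 had a log FC of -2.54 that passed with the block and not without it (adjusted p = 0.246), and Cxcl2 one of -2.39 that passed neither without the block (adjusted p = 0.142) nor with it (0.0518). Both passed under median scaling (0.0224 and 0.0407).
Of all probes, 14 of 13 genes fell between LPS and LPS plus hBD3 and 0 rose, and all 14 were among the 27 probes that LPS raised. Both comparisons use the same LPS arrays, so the overlap is not independent. In 100 simulations with no effect of hBD3 on the LPS response, 3 probes in all were called lower, 2 of them among those called with LPS. The simulations called 86.6 probes with LPS on average, more than the 27 here. At an unadjusted p under 0.05, 558 probes were lower and 392 higher, with 1285 expected by chance. The 3 arrays of each group did not overlap for 2027 probes (7.89%), where chance gives 10%. Counts below chance do not show that few genes changed. Arrays of equal replicate number correlated in these groups (0.384 to 0.662, group means removed), and a fit without a replicate block leaves such shared variation in its error. Over the 14 early cytokine and chemokine genes detected with LPS, the log FC with LPS plus hBD3 was 38.7% ± 2.4 (SD over 3 replicates) of that with LPS, and of all 25 measured, 21 were lower. Each replicate was set against the same untreated mean, so the SD leaves out the error of the untreated arrays. Without 1 array the share was 34.1% to 42.6%. As a slope it rests mostly on the genes with the largest response. The median log FC of the 14 was 1.575 with LPS and 0.459 with LPS plus hBD3. Taking instead the 10 genes detected in untreated BMDM, since detection with LPS selects genes that LPS raised, gave 39.2%. The share was 31.3% ± 5.66 for feedback inhibitors of NF-κB and MAPK signaling, where 20 of all 24 measured were lower, and 35.7% ± 9.71 for immediate early transcription factors, where 16 of all 24 were lower. Their median log FC was 1.13 with LPS and 0.35 with LPS plus hBD3 for the former, and 1.12 and 0.20 for the latter. A log FC above 1 was found for 50 probes with LPS and 9 with LPS plus hBD3, and below -1 for 44 and 0 probes, but without LPS replicate 1 the counts with LPS were 52 above 1 and 0 below -1. The lowest with LPS, at -1.71, was a dimmer probe of Gpnmb, a macrophage glycoprotein, whose signal on LPS replicate 1 differed from that on the other LPS arrays by -4.52, while the brightest Gpnmb probe had a log FC of -0.11.
Without any single array, 7 genes (Cd69, Dusp2, Ier3, Nfkbid, Phlda1, Ppp1r15a and Socs3) kept the call. The call was lost for Cdc42ep2 without LPS replicate 2 or LPS plus hBD3 replicate 3 (highest adjusted p 0.0533), for Csrnp1 without LPS replicate 3 or LPS plus hBD3 replicate 1 or 3 (0.0826), for Cxcl1 without LPS replicate 2 or 3, LPS plus hBD3 replicate 1 or 2, or hBD3 replicate 2 (0.175), for Tnfsf9 without replicate 2 of any group or replicate 3 of any treated group (0.175), for Gdf15 without any array but LPS replicate 1 (0.212) and for Sgk1 without any array but LPS plus hBD3 replicate 1 (0.281). Background correction ended the calls of Cd69, Cxcl1, Gdf15, Sgk1 and Tnfsf9, and median scaling those of Cdc42ep2, Phlda1, Ppp1r15a and Sgk1. The count of 14 probes was 29 without LPS replicate 1 and 9 without LPS replicate 2, LPS replicate 3 or LPS plus hBD3 replicate 3. It was 42 with a replicate block (34 lower, 8 higher), 9 with background correction and 0 in a fit to these groups alone. From the patterns in Supporting Information Fig. 5, the paper proposes that hBD3 attenuates the LPS response globally at 1 h.

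**Figure D1:**
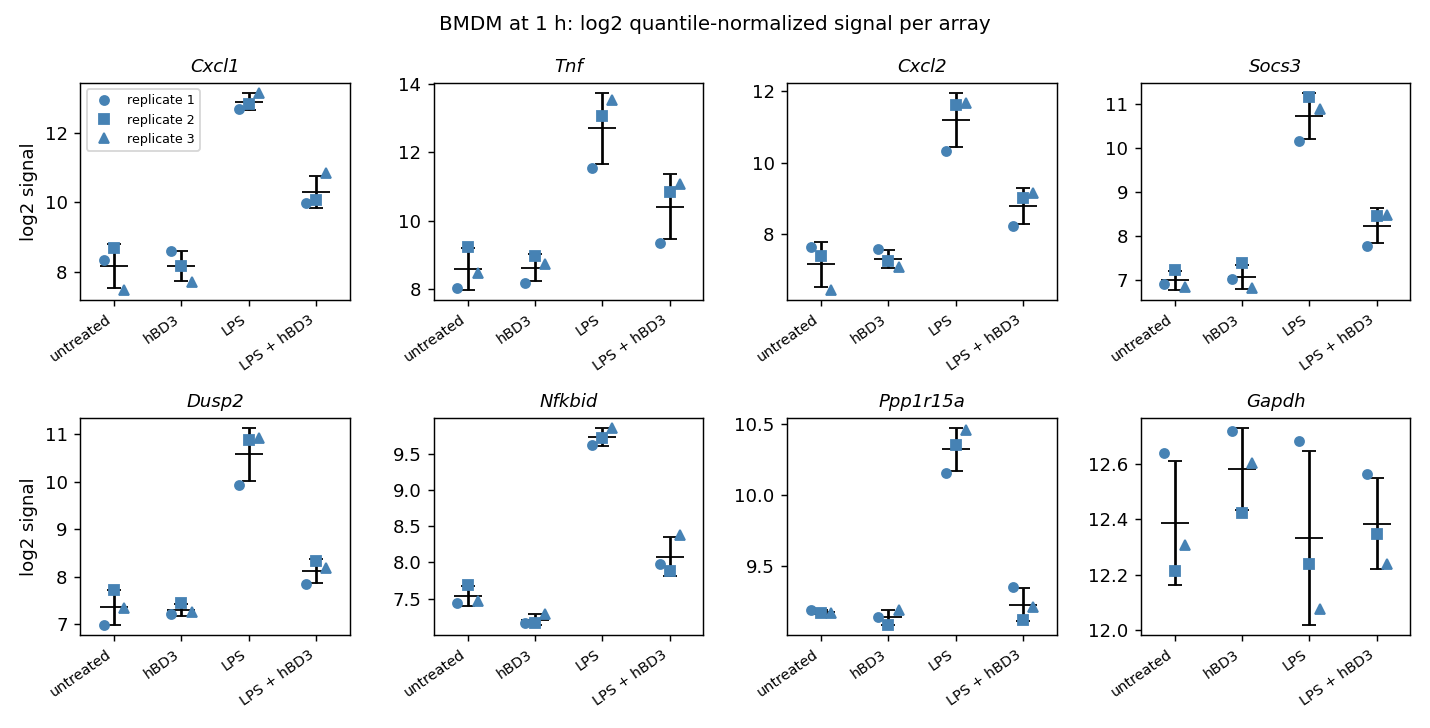
Log2 of the quantile-normalized signal (y axis) of 8 genes in untreated BMDM and in BMDM treated with hBD3, LPS, or LPS plus hBD3 (x axis). Each point is 1 array, with a marker for its replicate number, and bars give the mean and SD of 3 arrays. Cxcl1 lies at 12.91 with LPS and at 10.30 with LPS plus hBD3.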

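Inflammatory mediators and early response genes rose within 1 h of LPS. Cxcl1 had a log2 signal of 8.16 ± 0.62 (SD, n = 3) in untreated BMDM and 12.91 ± 0.24 with LPS, a log FC of 4.75 (SE 0.33, adjusted p = 0.000108 from limma). The cytokine Tnf rose by a log FC of 4.12 (SE 0.56, adjusted p = 0.0165), the transcription factor Egr1 by 4.34 (SE 0.47, adjusted p = 0.00269) and the neutrophil chemokine Cxcl2 by 4.03 (SE 0.40, adjusted p = 0.00149). Nfkbiz, a nuclear IκB protein that helps induce later NF-κB target genes, rose by 3.37. Of the genes that restrain these pathways, the NF-κB inhibitor Nfkbia rose by 2.00, the mRNA decay factor Zfp36 by 2.84, the MAPK phosphatase Dusp1 by 2.68 and Tnfaip3, which encodes A20, by 2.06.
In all, 27 probes of 26 genes rose and 0 fell, and for all 27 each LPS array lay above each untreated array. The LPS and untreated arrays did not overlap, in either direction, for 1946 of all probes (7.57%), where chance gives 10%. At an unadjusted p under 0.05, 504 probes were higher and 325 lower, with 1285 expected by chance. As above, counts below chance do not show that few genes changed. The called genes with the smallest changes included Vmp1 (0.90, with 0 of its 4 other probes called), Dusp8 (0.89) and Cdkn2b (0.53), which are named because their values were seen.
The calls of Tnf, Tnfaip3 and Zfp36 were lost without untreated replicate 1 or 3 or LPS replicate 2 or 3 (highest adjusted p 0.124, 0.0938 and 0.133), that of Nfkbia without LPS replicate 2 or untreated replicate 3 (0.0735) and that of Fos without untreated replicate 1 or 3 or LPS replicate 2 (0.0755). Median scaling ended the calls of Ppp1r15a and Sgk1, a trended variance those of Tnf and Zfp36, and background correction that of Zfp36. Single calls were followed for 23 of the 26 genes, without Vmp1, Dusp8 and Cdkn2b, so further calls were lost. Of all 27 probes, 22 kept the call under median scaling, 24 with a trended variance, 25 with background correction and 19 without untreated replicate 3. The count of 27 was 44 without LPS replicate 1, 44 with array weights, 72 with a replicate block and 6 in a fit to the untreated and LPS arrays alone.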

At the 1 h time point only 21 genes were found to be significantly differentially expressed, which is insufficient to generate significant enrichment results using traditional, hard threshold-based methods such as DAVID. However, we were able to seek broader trends in these data using GOrilla 26, a more sensitive approach to GO enrichment analysis that is not dependent on arbitrary thresholds of significance. Using this approach it was found that the enrichment of GO terms in the most altered genes from the 1 h LPS data set reflected the known effects of LPS on macrophage functions. Annotation terms related to the immune response, inflammation and apoptosis were strongly and significantly enriched within the LPS-induced up-regulated genes. 

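Lists of genes fixed before the data were examined were tested with LPS. Values of some members had been seen in the paper's tables, which come from these same arrays. Many genes that the paper calls at 1 h are members, so the list tests are not independent of its calls. Of 26 early cytokines and chemokines, 25 were measured and 4 rose (Cxcl1, Tnf, Cxcl2 and Tnfsf9), 0 fell, and 13 rose when adjusted over the list alone. Tnfsf9, the ligand of the receptor 4-1BB, rose by a log FC of 2.46 (SE 0.27), while the cytokine Il1b had a log FC of 3.66 (adjusted p = 0.201) and the chemokine Ccl4 of 2.31 (adjusted p = 0.199). Il1b passed without untreated replicate 1 (0.0485) and Ccl4 without LPS replicate 1 (0.0126), Ccl4 with array weights (0.0165), and both with a replicate block (0.00115 and 0.00194). Of 24 immediate early transcription factors, 4 rose (8 when adjusted over the list alone). They were Egr1, Ier3 (2.48), the AP-1 subunit Fos (2.40) and Csrnp1 (1.69). The list also holds immediate early genes not established as transcription factors, Ier3 among them. Of 26 feedback inhibitors of NF-κB and MAPK signaling, 24 were measured and 11 rose (14 when adjusted over the list alone), with Socs3 at 3.74 (SE 0.26), Dusp2 at 3.22 and Nfkbid at 2.20. By limma's camera, the adjusted p of the 3 lists was 1.93e-21, 7.75e-11 and 2.52e-41, and 0.000235, 0.000825 and 0.000235 with an estimated correlation. On LPS replicate 1 the early cytokines detected lay at a median of -0.55 from the other LPS arrays, Tnf at -1.75.
Of 43 apoptosis genes, 36 were measured and none passed over all probes, while 3 rose when adjusted over the list alone. The cell cycle inhibitor Cdkn1a had a log FC of 1.02 (adjusted p = 0.0994), the stress-induced gene Nupr1 of 0.91 (adjusted p = 0.0703) and Bcl2, an inhibitor of apoptosis, of 0.34 (adjusted p = 1). Over all probes Cdkn1a passed without untreated replicate 1 (0.02) or LPS replicate 1 (0.0327) and Nupr1 without untreated replicate 2 (0.0233), and both with a replicate block (0.0453 and 0.0172), detected probes only, array weights or a trended variance. Another probe of Cdkn1a passed without LPS plus hBD3 replicate 3. The list did not pass by camera (adjusted p = 0.197, and 0.217 with an estimated correlation) and was higher by limma's fry (adjusted p = 0.0412). By camera it passed without LPS replicate 1 (adjusted p = 0.00599, and 0.0436 with an estimated correlation), and without untreated replicate 1 (0.0447) or with array weights (0.0266), where adjusted p = 0.0826 and 0.0551 with an estimated correlation.
Of 18 co-stimulatory and adhesion molecules, 17 were measured and 2 rose, Tnfsf9 and the activation antigen Cd69 (log FC 2.08, SE 0.16), and 3 when adjusted over the list alone, with Icam1 at 0.90. The camera adjusted p was 0.000245, and adjusted p = 0.155 with an estimated correlation (0.0412 by fry). Of 34 interferon-induced genes, 32 were measured and 0 passed, and the camera adjusted p was 0.97 (0.993 with an estimated correlation). On LPS replicate 1 their detected members lay at a median of 0.84 from the other LPS arrays, Ifit3 at 1.83. The list was lower with LPS without LPS replicate 1 (adjusted p = 0.0324) or untreated replicate 3 (0.0451), and higher without untreated replicate 1 (0.00101), and adjusted p = 0.653, 0.781 and 0.581 with an estimated correlation.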

Comparison with the data set generated by LPS treatment in the presence of hBD3 (Supporting Information Fig. 2, list 5) revealed that many of the same terms were significantly enriched but fewer genes were involved (Supporting Information Table 2) with some of these being actively repressed. This actively repressed group was evident as 8401 genes, all of which were up-regulated by LPS (positive log FC) but down-regulated by LPS in the presence of hBD3 (negative log FC). 

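The same classes of genes lay above their untreated level with LPS plus hBD3, but by less. Cxcl1 had a log FC of 2.14 against untreated BMDM (SE 0.33) and Cxcl2 of 1.63 (SE 0.40), and both rose when adjusted over the list of early cytokines and chemokines alone. Egr1 (1.80) and Ier3 (0.88) rose when adjusted over the immediate early transcription factors alone, and Dusp1 (1.13), Nfkbid (0.55), Nfkbiz (1.15), Socs3 (1.25) and the RNase Zc3h12a (0.59) when adjusted over the feedback inhibitors alone. The lists as groups were higher than in untreated BMDM, with camera adjusted p of 2e-04, 0.00211 and 4.5e-13, and of 0.0405, 0.0427 and 0.016 with an estimated correlation. In the latter test the call was lost for the early cytokines and the transcription factors with background correction (adjusted p = 0.056 and 0.0644 with an estimated correlation), and for the transcription factors and the feedback inhibitors under median scaling (adjusted p = 0.255 and 0.306 with an estimated correlation). The apoptosis genes (adjusted p = 0.994), the interferon-induced genes (adjusted p = 0.994) and the co-stimulatory and adhesion molecules (adjusted p = 0.372) did not pass.
Over all probes limma called 0 between LPS plus hBD3 and untreated BMDM. At an unadjusted p under 0.05, 349 were higher and 287 lower, with 1285 expected by chance, and 1840 (7.16%) did not overlap, where chance gives 10%. As above, counts below chance do not show that few genes changed. With a replicate block 2 probes passed, of Egr1 and Phlda1. All 27 probes that LPS raised were lower with LPS plus hBD3 than with LPS. Because the LPS arrays are shared, more probes would be lower than higher even with no effect of hBD3. In simulations of that case 67.2% were lower, but these called 86.6 probes with LPS on average. That share is therefore not the one to expect for the 27 probes here. All 27 had a positive log FC against untreated BMDM, the lowest being Ppp1r15a at 0.05. Under median scaling 25 of them were positive, and Ppp1r15a (-0.22) and Sgk1 were negative.

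**Figure D2:**
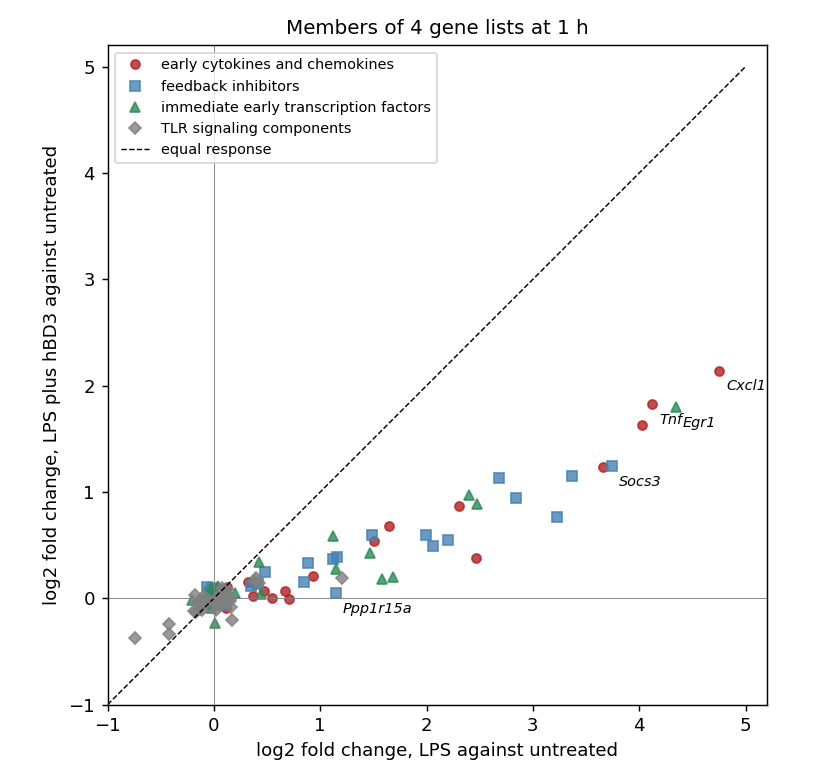
Log FC with LPS against untreated BMDM (x axis) and log FC with LPS plus hBD3 against untreated BMDM (y axis) for the members of 4 gene lists, each point 1 gene (means of 3 arrays per group). The dashed line marks equal responses. Cxcl1, at 4.75 and 2.14, lies farthest to the right.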

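Among the genes with a positive log FC with LPS and a negative one with LPS plus hBD3 were Fas, a death receptor (0.29 and -0.17), Apaf1, which activates caspases (0.28 and -0.02), and Ly96, the co-receptor of TLR4 (0.17 and -0.20), none of which passed the test in any comparison. In all, 4802 of 25697 probes (18.7%), with 4064 named genes, had this pair of signs. Their median log FC was 0.05 with LPS and -0.04 with LPS plus hBD3, and 1 probe exceeded 0.5 with LPS, that of the cytokine Il1a, which was not well above background in untreated BMDM or with LPS plus hBD3. By limma without a replicate block, 0 of the 4802 passed in LPS against untreated, 0 in LPS plus hBD3 against untreated and 0 in LPS plus hBD3 against LPS, and at an unadjusted p under 0.05 the counts were 66, 39 and 393. With the block, a probe of Flrt3 (0.49 and -0.11) passed in LPS against untreated (adjusted p = 0.017) and in LPS plus hBD3 against LPS (0.00556). It is named because its values were seen. Of these probes 56.4% were not detected on any array, against 57.3% of all probes. The opposite pair of signs was found for 4033 probes. In 100 simulations of groups without a change that share the untreated arrays, 4285 probes on average had the first pair of signs (4114 to 4453). The simulated noise was independent between probes, so this range leaves out variation that probes share. Of 100 groupings of the 9 real arrays, the real one included, 19 gave as many as 4802 (highest other 5851), so chance is not excluded for the count. The count was 7698 under median scaling and 1912 among the 10123 probes detected on at least 3 arrays. It was 10509 with no normalization, chosen after seeing the data. The 3990 fold changes compared from the paper's 1 h lists match log2 differences of the signals with no normalization, the largest difference being 4.95e-06.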

We sought to identify significant enrichment of particular pathways among the genes showing the strongest levels of repression using GOrilla. 

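Against LPS, LPS plus hBD3 lowered the early cytokines and chemokines as a group, with camera adjusted p = 7.49e-15 (0.00112 with an estimated correlation). Of the 25 measured, 2 fell (Cxcl1 and Tnfsf9, the latter by a log FC of -2.09) and 11 fell when adjusted over the list alone. With a replicate block 4 fell, with Tnf and Il1b (adjusted p = 0.0371) added. The feedback inhibitors of NF-κB and MAPK signaling were lower (adjusted p = 1.9e-26, and 0.00112 with an estimated correlation). Of their 24 members 4 fell, Dusp2, Nfkbid, Ppp1r15a and Socs3, and 13 when adjusted over the list alone. With the block 11 fell, with Dusp1 (0.00321), Nfkbia (0.00918), Nfkbie (0.00742), Nfkbiz (0.00173), Tnfaip3 (0.000391), Zc3h12a (0.0211) and Zfp36 (0.000391) added. The immediate early transcription factors were lower too (adjusted p = 2.27e-07, and 0.00334 with an estimated correlation), with 2 that fell, Ier3 (-1.59) and Csrnp1 (-1.48), and 7 when adjusted over the list alone. With the block 5 fell, with Egr1 (0.000119), Irf1 (0.000167) and Junb (0.000229) added. The activation antigen Cd69 fell by a log FC of -1.62 (SE 0.16, adjusted p = 0.00527), and with Tnfsf9 it was 1 of 2 co-stimulatory and adhesion molecules of 17 that fell (2 when adjusted over the list alone). That list had a camera adjusted p of 0.000945, and adjusted p = 0.193 with an estimated correlation (0.118 by fry), and it did not pass without LPS plus hBD3 replicate 3 (adjusted p = 0.0893).
Of 36 apoptosis genes measured, 0 passed over all probes and 1 fell when adjusted over the list alone, Cdkn1a with a log FC of -0.85 (adjusted p = 0.437). Another probe of Cdkn1a passed without LPS replicate 1. The probe used here passed with replicates 2 and 3 only (0.00205), chosen after seeing the data. Fas, at -0.46, was lower without passing. The median log FC was -0.08, with 21 genes below 0 (camera adjusted p = 0.157, and 0.193 with an estimated correlation). With a replicate block the list passed (adjusted p = 0.0332), but adjusted p = 0.088 with an estimated correlation, and it passed without LPS replicate 1 (0.0071, and 0.0472 with an estimated correlation). It also passed under median scaling (0.00684), with detected probes only (0.0437) and with array weights (0.0313), but adjusted p = 0.45, 0.0952 and 0.0765 with an estimated correlation. The interferon-induced genes had an adjusted p of 0.944 (0.986 with an estimated correlation). They were higher without LPS replicate 1 (0.0415) and lower without LPS plus hBD3 replicate 1 (0.024), and adjusted p = 0.676 and 0.7 with an estimated correlation.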

Analysis of GO term enrichment within this sorted list revealed significant terms relating to apoptosis (GO:0006915), immune system process (GO:0002376) and positive regulation of NF-κB transcription factor activity (GO:0051092) (Supporting Information Table 3). 

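The pattern-recognition receptor Tlr2 had a log2 signal of 11.91 ± 0.66 (SD, n = 3) in untreated BMDM, 12.33 ± 0.14 with LPS and 12.05 ± 0.61 with LPS plus hBD3. Its log FC with LPS plus hBD3 against LPS was -0.28 (SE 0.41). For Myd88, the adapter of most TLR, the log2 signal was 11.21 ± 0.07 in untreated BMDM, 11.37 ± 0.22 with LPS and 11.13 ± 0.16 with LPS plus hBD3, a log FC of -0.24 between the latter (SE 0.12). Irak2, a kinase recruited through Myd88, was at 9.77 ± 0.21, 9.93 ± 0.09 and 9.75 ± 0.07, a log FC of -0.18 (SE 0.13), and its 3 arrays with LPS plus hBD3 lay below its 3 arrays with LPS. An exact permutation test of 3 arrays against 3 cannot give a p below 0.1. By limma the adjusted p was 1 for each of these genes in LPS against untreated and in LPS plus hBD3 against LPS. Against untreated BMDM, the log FC with LPS and with LPS plus hBD3 was 0.42 and 0.14 for Tlr2, 0.16 and -0.08 for Myd88, and 0.16 and -0.02 for Irak2. The positive sign for Tlr2 turned under median scaling (-0.08) and without LPS plus hBD3 replicate 1 or untreated replicate 3 (lowest -0.19).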

The latter group included genes from TLR signaling pathways, such as *Tlr2*, *MyD88* and *IRAK2*, suggesting that hBD3 suppresses TLR signaling components as early as 1 h post-treatment. Findings relating to apoptosis are potentially of interest as hBD3 has been shown to inhibit apoptosis of neutrophils 27.

### hBD3 has no major effects in the absence of LPS

The overall distributions of log FC (Fig. 2B and Supporting Information Fig. 3) for hBD3, LPS and combined hBD3 and LPS treatments show that hBD3 had minimal effects on expression, as hBD3 log FC values more closely approximate zero than the other treatment data sets. 

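Few probes moved far with hBD3 alone. No probe had a log FC beyond 1 in either direction, against 94 with LPS (52 without LPS replicate 1) and 9 with LPS plus hBD3. The highest value with hBD3 was 0.61, for Derl2, which acts in the degradation of misfolded proteins, and the lowest was -0.90, for the RNA-binding protein gene Hnrnpdl, both named because their values were seen. Neither passed the test (adjusted p = 1 from limma). The LPS-induced genes Tnf (log FC 0.05), Cxcl1 (-0.01) and Socs3 (0.08) stayed near their untreated level. The interquartile range of log FC over all probes was 0.116 with hBD3, 0.124 with LPS and 0.113 with LPS plus hBD3. Taken on single arrays against the untreated mean, the range had an SD over replicates of 0.0071, 0.0361 and 0.0125 in that order. The ranges of the fitted log FC differed by less than the largest of these SD. The SD of log FC over all probes was 0.10, 0.17 and 0.10. Under median scaling the interquartile range was 0.218 with LPS plus hBD3.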

No genes were found to be significantly differentially expressed after treatment of BMDM with hBD3 and analysis using the GOrilla method failed to identify any broader enrichment trends among the most altered genes, demonstrating that hBD3 has little measurable effect on gene expression in the absence of LPS. This finding was reflected in the lack of cytokine response in macrophages exposed to hBD3 (Fig. 3A).

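Of the 18 gene lists, the early cytokines and chemokines (camera adjusted p = 0.745), the immediate early transcription factors (0.745), the feedback inhibitors of NF-κB and MAPK signaling (0.745), the TLR signaling components (0.745) and the apoptosis genes (0.984) did not differ past the test between hBD3-treated and untreated BMDM, with 0 members called over all probes or when adjusted over the list alone. Of the other lists that did not pass, the ribosomal protein genes had the lowest value (0.256). The largest log FC among the chemokines was that of Ccl3, 0.46 (adjusted p = 1). The oxidative phosphorylation genes, which encode subunits of the respiratory chain, passed with 58 of 89 above 0 and a median log FC of 0.05 (adjusted p = 0.00687), but adjusted p = 0.9 with an estimated correlation and 0.986 by fry, and the list did not pass under median scaling (adjusted p = 0.142). By limma 0 probes passed with hBD3 in each of 22 other settings chosen before the data were examined and in both chosen later. At an unadjusted p under 0.05, 254 were higher and 359 lower, with 1285 expected by chance. For 2085 probes (8.11%) the hBD3 and untreated arrays did not overlap, where chance gives 10%. Counts below chance do not show that hBD3 changed few genes. Arrays of equal replicate number correlated in these groups too (0.379 to 0.621, group means removed), and the fit without a replicate block leaves this in its error. In the simulation, 0 false calls were made in this comparison.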

### hBD3 inhibits both MyD88 and TRIF signaling

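The values given here are from the 1 h arrays with LPS, and the paper's profiles at a later time with KLA were not examined. Of 45 genes of TLR signaling listed before the data were examined, from receptors to the kinases and transcription factors downstream, 36 were measured. With LPS plus hBD3 against LPS, 23 of them lay below 0 and 13 above, with a median log FC of -0.04. The lowest were Map3k8, the kinase that activates ERK downstream of TLR4 (-1.01, adjusted p = 0.353 from limma), and Ly96, which binds LPS together with TLR4 (-0.37, adjusted p = 1). The highest were the nucleic acid receptor Tlr8 (0.37) and the transcription factor Irf5 (0.20), and Tlr4 itself was at 0.18, each with an adjusted p of 1. No gene passed over all probes without a replicate block, and with it Map3k8 passed (adjusted p = 0.00225), as it did under median scaling (0.0402) and when adjusted over the list alone. The list as a group had a camera adjusted p of 0.11, and adjusted p = 0.309 with an estimated correlation. It passed with a replicate block (adjusted p = 0.0233), without LPS replicate 1 (0.0113), under median scaling (0.000115), with array weights (0.0154) and in a fit to these groups alone (0.0443), but adjusted p = 0.127, 0.178, 0.45, 0.205 and 0.156 with an estimated correlation. On LPS replicate 1 the detected members lay at a median of 0.04 from the other LPS arrays, Irf7 at 1.40. With LPS alone, Map3k8 was at 1.20 (adjusted p = 0.074) and was the only member to rise when adjusted over the list alone. Over all probes it passed without LPS replicate 1 (0.0258) or untreated replicate 2 (0.0291) with the block (0.000313), and under median scaling, with detected probes only, with array weights and with a trended variance. The camera adjusted p with LPS was 0.415 (0.636 with an estimated correlation), and it was 0.0447 without untreated replicate 1 (adjusted p = 0.203 with an estimated correlation).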

The gene expression profiles of TLR4-activated macrophages in the presence and absence of hBD3, indicated that hBD3 resulted in down-regulation of genes involved in TLR signaling pathways. This suppression is likely to be the cause of the observed down-regulation of NF-κB and inflammatory gene transcription. Downstream of TLR4, LPS activates both MyD88-dependent and independent (TRIF dependent) pathways 28. To further investigate the effects of hBD3 on these pathways, we transiently expressed MyD88 and TRIF in HEK 293 cells with an *NF*-κ*B*-luciferase reporter plasmid (*NF*-κ*B*-*luc*). Transfecting with either *MyD88* or *TRIF* plasmid resulted in expression of MyD88 or TRIF protein and subsequent induction of *Nf*-κ*B-luc* activity (Fig. 4A and B). Both MyD88- and TRIF-induced *NF*-κ*B-luc* activity was inhibited in a dose-dependent manner when *hBD3* was co-transfected at increasing concentrations (50, 100 and 200 ng) (Fig. 4A and B). The concentration of total transfected plasmid was kept constant by using increasing amounts of empty vector as the amount of *hBD3* plasmid decreased. Empty vector had no effect on *NF*-κ*B-luc* signal (Fig. 4A). This demonstrates that hBD3 targets the Myd88 and TRIF pathways downstream of both the ligand (LPS) and the receptor (TLR4).

**Figure 4:**
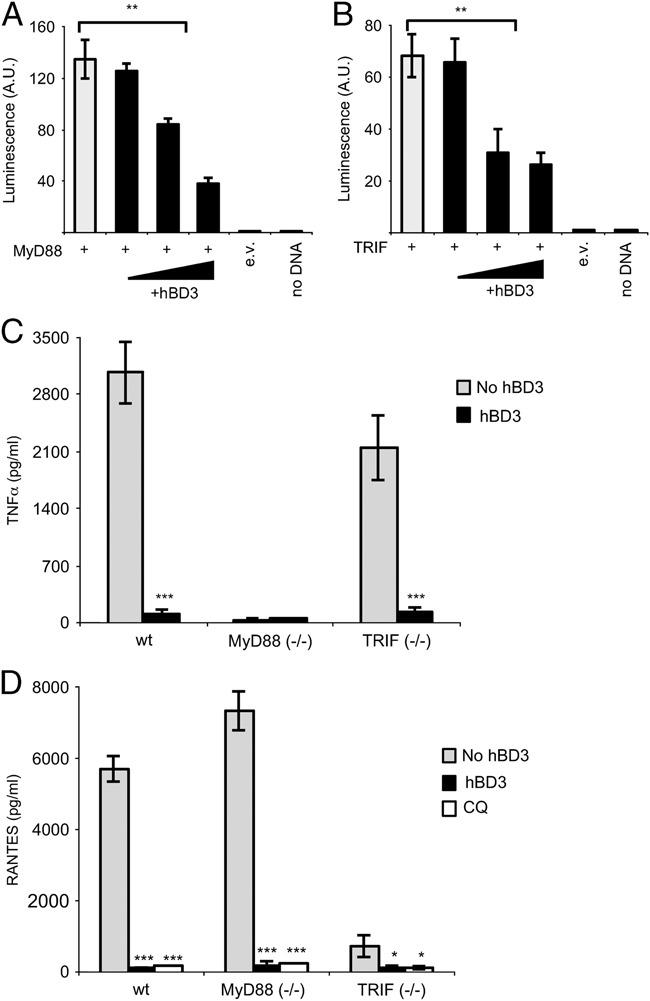
hBD3 inhibits intracellular signaling via both the MyD88 and TRIF pathways. (A, B) HEK 293 cells were transfected with an *NF*-κ*B-luciferase* reporter construct in combination with expression for either, (A) *MyD88* or (B) *TRIF* and 50–200 ng of *hBD3 cDNA* expression construct. *NF*-κ*B* luciferase activity was measured after 18 h. Data were normalized against *tk-*renilla luciferase and expressed as arbitrary units. Data are presented as mean±SEM, significance assessed by unpaired *t*-test, ^**^p<0.01 was calculated by comparing *MyD88* (or *TRIF*) co-transfected with 200 ng empty vector (gray bar) to *MyD88* (or *TRIF*) co-transfected with increasing amounts of *hBD3* plasmid (solid bars). *n*=3 (e.v.=empty vector alone). (C, D) BMDMs from w/t C57BL/6, MyD88^−/−^ and TRIF^−/−^ mice were stimulated with 50 ng/mL LPS in the presence and absence of 5 μg/mL hBD3 or CQ. Levels of (C) TNF-α and (D) RANTES in tissue culture supernatants were measured by ELISA. Data are presented as means±SEM, significance assessed by unpaired *t*-test, ^***^p<0.001, ^*^p<0.05 was calculated by comparing LPS plus hBD3 with LPS alone. *n*=4 (BMDM from four separate mice).

We further validated this result by examining the ability of hBD3 to suppress an inflammatory response in the absence of MyD88 or TRIF using MyD88^−/−^ and TRIF^−/−^ mutant mice. BMDM from wildtype (w/t) C57BL/6 mice were stimulated with 50 ng/mL LPS to induce TNF-α and RANTES. This induction was significantly suppressed in the presence of hBD3 (Fig. 4C and D). BMDM from MyD88^−/−^ mice did not induce TNF-α in response to LPS, indicating that TNF-α production by LPS is MyD88 dependent, whereas RANTES production is not reduced in the absence of MyD88. In the presence of hBD3, RANTES was inhibited to a similar extent to the inhibition afforded by the endosomal inhibitor chloroquine (CQ) (Fig. 4D). Treatment of TRIF^−/−^ BMDM with LPS resulted in an increase in TNF-α (through the MyD88 pathway) which was inhibited in the presence of hBD3. The response to pI:C in these TRIF null macrophages was abrogated, verifying the inability of these cells to signal through the TRIF pathway. RANTES was only minimally increased by LPS in TRIF^−/−^ BMDM, however this increase was also suppressed in the presence of hBD3 (Fig. 4D). These data show that hBD3 prevents both MyD88 and TRIF signaling.

## Discussion

The current literature on the immunomodulatory activity of defensins and indeed other antimicrobial, cationic amphipathic peptides, such as LL-37, indicates that the function of antimicrobial peptides in immunity is complex and unresolved 9, 14, 15, 29, 30. There is incomplete evidence to suggest either a pro-inflammatory or anti-inflammatory role, and it may be that like LL-37, β-defensins are multifunctional modulators of the immune response, demonstrating pro-inflammatory effects at high concentrations but anti-inflammatory effects at lower concentrations 31. It is possible that hBD3 is induced at high levels at the site of pathogen entry, causing a pro-inflammatory response involving chemoattraction of macrophages and other immune cells. As the danger is neutralized and levels of hBD3 and other pro-inflammatory molecules decrease, hBD3 may then have a role in resolving inflammation.

In previous work, we focused on the effects of hBD3 on protein levels of TNF-α and IL-6 and showed no measurable increase in these cytokines in hBD3-treated macrophages 15. The gene expression analyses carried out in the present study allowed a more comprehensive investigation of the effects of hBD3 at the transcription level. Enrichment analysis of all differentially expressed genes, failed to identify any pro-inflammatory markers after hBD3 treatment. In contrast, hBD3 has been shown to induce cell surface co-stimulatory molecule expression in human monocytes and myeloid DCs 9. We observed no increase in co-stimulatory molecules after hBD3 treatment and in fact observed a reduction in LPS-induced CD40 and CD86 at both the gene transcript and protein level (Figs. 2C, 3C and D). We wondered whether the contrasting results may be explained by structural integrity of the hBD3 molecule. We show that in the absence of LPS neither canonically folded hBD3 nor hBD3 without disulfide bonds induce a pro-inflammatory cytokine response. However, when testing the ability of hBD3cys-ser to inhibit the effects of LPS we discovered that hBD3cys-ser in the presence of LPS induced a pro-inflammatory response significantly higher than that of LPS alone.

It is possible that the work in vitro by others reflects the use of an LPS-contaminated or non-canonically folded form of the peptide. In vivo defensin molecules may be destabilized by reduction in the disulfide bonds and recently it was shown that reduced hBD1 demonstrated enhanced antimicrobial activity 32. We have previously demonstrated the ability of hBD3 to limit the pro-inflammatory effect of LPS in mice, indicating that disulfide bond reduction is unlikely to occur in vivo 15.

Gene expression analysis indicated that inhibition by hBD3 affected gene transcription, therefore hBD3 does not act on the available TNF-α/IL-6 reservoir of protein already present in the cell. This provides evidence that hBD3 interferes with LPS signaling at some point between LPS-TLR4 receptor binding and transcription factor activation. GO term enrichment analysis of transcripts at 1 h shows that hBD3 down-regulates components of TLR signaling pathways. This in turn leads to the observed suppression of chemokine and cytokine transcripts at 6 h, and also at this time many components of TLR signaling remain down-regulated (Fig. 2C).

Downstream of TLR4, LPS utilizes both MyD88-dependent and TRIF-dependent signaling pathways. In macrophages, MyD88 is recruited to activate TLR4 by MAL and results in early NF-κB and AP-1-mediated induction of pro-inflammatory cytokines 33. Activation of TLR4 also promotes receptor endocytosis with Rab11a, which causes a release of TLR4 for subsequent interaction with TRAM and TRIF 34. There is then a later wave of NF-κB, AP-1 and IRF3 activation and subsequent induction of IFN-regulated genes 35. At 1 h after LPS treatment, hBD3 is very effective at inhibiting the effect of LPS where activation is assumed to be via the early MyD88-dependent pathway, implying that hBD3 targets MyD88 signaling. This result is supported by the fact that the hBD3 inhibitory effect is evident in cells transfected with MyD88-expression construct and also in LPS-stimulated macrophages lacking TRIF (therefore only signaling via MyD88). However, hBD3 also suppresses TRIF signaling in both HEK 293 cells expressing TRIF and in LPS-stimulated MyD88-deficient macrophages. hBD3 must therefore target a signaling component shared by both the MyD88 and TRIF pathways or target components in both pathways. The downstream components of both the MyD88 and TRIF pathways are currently being investigated as potential targets of hBD3 action.

We propose that hBD3 enters immune cells and prevents activation of a pro-inflammatory response by specifically binding to component(s) of TLR signaling pathways. A similar mechanism has recently been described as an immune evading mechanism for *Vaccinia virus* which encodes a protein which prevents TLR signaling by binding the multiple cytoplasmic Toll/IL-1R (TIR) domain-containing adaptor proteins, MAL and TRAM 36. These researchers found that the inhibitory effects were specific to TLR4. A comparison of hBD3 and the active component of the *Vaccinia virus* protein (VIPER) revealed no sequence similarities between the two peptides. We are currently continuing to investigate the protein targets of hBD3 to determine the point at which hBD3 prevents TLR signaling.

Components of TLR pathways are potential therapeutic targets in inflammatory and autoimmune disease 37. Over activation of TLR4 can give rise to endotoxic shock often resulting in sepsis and death. In addition, TLR4 can respond to endogenous damage-associated signals and give rise to sterile inflammation, a mechanism recently suggested for atherosclerosis and Alzheimer's disease 38. Among the population the variability in β-defensins copy number, specifically hBD3, may result in differing susceptibility of some individuals to disease-induced inflammation 39, 40. Clarification of the molecular basis of the interaction of hBD3 with TLR inflammatory pathway may be of direct clinical relevance, and in addition shed light on the role of hBD3 in inflammatory disease.

## Materials and methods

### Reagents

Ultra-pure lipopolysaccharide (LPS) from *E. coli* 0111:B4, lipoteichoic acid (LTA), Pam3CSK4, polyI:C, R848 and IFN-γ were purchased from InvivoGen (San Diego, USA), di[3-deoxy-d-manno-octulosonyl]-lipid A (KDO_2_-Lipid A) from Avanti Polar Lipids (Netherlands). CQ was purchased from Autogen Bioclear UK (Wiltshire, UK). M-CSF and GM-CSF and ELISA DuoSets were obtained from R&D Systems (Abington, UK). hBD3 (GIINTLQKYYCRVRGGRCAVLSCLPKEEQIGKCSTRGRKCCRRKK) was purchased from Peptides International or synthesised by solid-phase peptide synthesis as described.

### Solid-phase peptide synthesis and oxidative folding

All peptides were produced on an Applied Biosystems 433A peptide synthesizer by standard Fmoc (fluorenylmethyloxycarbonyl chloride) chemistry (full details are in Supporting Information).

### Cell-lines and primary cell preparation

RAW264.7 cells were maintained in DMEM (GIBCO) containing 10% fetal bovine serum (FBS), essential amino acids and antibiotics. Balb/c and C57 Black/6 mice were obtained from Charles River (UK) and MyD88^−/−^ and TRIF^−/−^ were a kind gift from David Gray (University of Edinburgh). Primary cells were generated from femur BM and grown for 7–10 in DMEM containing 10% fetal bovine serum and either 20 ng/mL M-CSF to generate macrophages or 20 ng/mL GM-CSF to generate cDCs. Cells were seeded at 2×10^5^ into 48-well plates and grown without growth factor for 24 h prior to treatment. Replicate experiments were performed with separate primary cell preparations from at least three mice for each experiment.

### Cell culture for live cell image analysis

RAW264.7 cells were cultured overnight in 24-well glass-bottomed plates coated with poly-ethylene imine (Sterilin, London, UK) in DMEM (supplemented as above). hBD3 labeled with the TAMRA fluorochrome (HBD3^TAMRA^) was added to the media at 5 μg/mL just prior to image analysis.

### Image analysis

Live cell image analysis was carried out using a Zeiss Axiovert 200 fluorescence microscope (full details are in Supporting Information). Z-stacks were captured over a distance of 30 μM at 0.2 μM per slice. An image was selected from the center of the stack to show the distribution of HBD3^TAMRA^ within the cell. Images have been processed with a γ adjustment of 0.4 to enhance the midrange values.

### Microarray protocol and analysis

RNA was extracted, with RNA bee (AMS Biotechnology, Abingdon, UK) using standard methods, from BMDM (three biological replicates per treatment) treated with hBD3 (5 μg/mL), LPS or KLA (50 ng/mL), a combination of hBD3 and LPS or KLA or untreated. Amplified, biotinylated cRNA was synthesized using Illumina® TotalPrep Amplification Kit (Ambion, Austin, Texas) and microarray experiments were performed using 2 Illumina MouseWG-6 v2.0 BeadChips for 6 h treatments, and Illumina MouseRef-8 v2.0, for 1 h treatments. The data sets are available from Gene Expression Omnibus (GEO) accession numbers GSE25870 and GSE25871. Briefly, the analysis consisted of standard normalization procedures, followed by a widely used linear model approach to the detection of differential expression, coupled with a multiple testing correction. Full details of the microarray analysis are in Supporting Information.

### Cell treatment and ELISA

Cells were treated with LPS (50 ng/mL) or KLA (50 ng/mL), in the presence or absence of hBD3 (5 μg/mL) in serum-free media then incubated at 37°C, 5% CO_2_ for 18 h. Cell viability was measured using TACS_TM_ MTT assay (R&D Systems). Where appropriate, cells were pre-incubated with hBD3 for the required time, followed by two washes with PBS before treating with LPS in conditioned media. Supernatants were collected and centrifuged then levels of TNF-α, IL-6, IL-12p40 and RANTES were measured using DuoSet ELISA (R&D Systems) according to manufacturer's instructions. Where appropriate, statistical significance was determined by an unpaired *t*-test using the GraphPad software. For all statistical analyses, *p*<0.05 was considered significant. Values are expressed as mean±SEM.

### Cell transfection and luciferase detection

Full-length *hBD3* cDNA was amplified with restriction fragment linkers (NotI and XhoI) and cloned into expression vector *pcDNA3.1* (Invitrogen, UK). HEK293 cells were co-transfected with NF-κB luciferase plasmid and MyD88 (EBG6P-MyD88; a kind gift from Prof. Cohen) or TRIF (pflag-CMV2 TRIF; a kind gift from Prof. Bowie) expression plasmids in combination with increasing amounts of hBD3 expression plasmid. Total transfected DNA was kept constant with pcDNA 3.1 empty vector. Dual-luciferase kits (Promega) were used for subsequent analysis. NF-κB Firefly luciferase activity was normalized for cell transfection with *tk*-renilla luciferase co-transfection.

### Co-stimulatory molecule detection

Expression of CD40 and CD86 on the surface of BMDM following treatment with LPS and/or hBD3 was assessed by flow cytometry. Cells were incubated for 20 mins at room temperature with Mouse BD Fc Block™ (BD Biosciences, Oxford, UK) then for 40 mins at 4°C in the dark, with APC-conjugated rat anti-mouse antibodies against CD40 or CD86 (eBioscience, San Diego, CA). Appropriate isotype controls were used. Flow cytometric data collection was carried out with a BD FACSARIAII SORP (BD Biosciences, Oxford, UK), using a 640 nm laser (670/14 nm bandpass filter). Data were analyzed using the FlowJo Version 7.5.5 (Treestar, Olten, Switzerland) and statistical analysis carried out using one-way ANOVA with Tukey post test.

## Abbreviations

cDC: conventional myeloid DC
CQ: chloroquine
hBD3cys-ser: hBD3 where the six cysteine residues are replaced by serines
KLA: KDO_2_-Lipid A
logFC: log fold change

## Notes

Detailed facts of importance to specialist readers are published as ”Supporting Information”. Such documents are peer-reviewed, but not copy-edited or typeset. They are made available as submitted by the authors.

# Supplementary material for: Human β-defensin 3 affects the activity of pro-inflammatory pathways associated with MyD88 and TRIF
**Source:** Eur J Immunol. 2011 Aug 2;41(11):3291–300. doi: 10.1002/eji.201141648
**Supplement:** Supplementary file 1

European Journal of Immunology

Supporting Information

for

DOI 10.1002/eji.201141648

**Human β -defensin 3 affects the activity of pro-inflammatory pathways associated with
MyD88 and TRIF**

Fiona Semple, Heather MacPherson, Sheila Webb, Sarah L. Cox, Lucy J. Mallin,
Christine Tyrrell, Graeme R. Grimes, Colin A. Semple, Matthew A. Nix,
Glenn L. Millhauser and Julia R. Dorin

Supplementary Figure 1

Fluorescence observed in the RAW264.7 cells is due to the uptake of HBD3^{TAMRA} and not free fluorochrome.

In order to assess whether the fluorescence observed in the cells was due to the uptake of HBD3^{TAMRA} or TAMRA alone RAW 264.7 cells were exposed for 10 minutes to equimolar amounts of either HBD3^{TAMRA} (Panel on left) or TAMRA alone (Panel on right) for 10 minutes after which time the cells were fixed and imaged as outlined in the materials and methods. The images captured for the two different treatments (HBD3^{TAMRA} or TAMRA alone) were done during the one imaging session using the same exposure times. The raw data was then displayed for both images in the same window. The background was then removed from the final montage using both brightness and contrast controls with no gamma adjustment ensuring that both images were treated the same. The panel on the left shows that the HBD3^{TAMRA} enters the cells within 10 minutes of exposure whereas the panel on the right shows that the TAMRA alone does not enter the cell indicating that the uptake is specific to the HBD3^{TAMRA}. TAMRA shown in Red. DAPI shown in blue. Scale bar = 10µm.

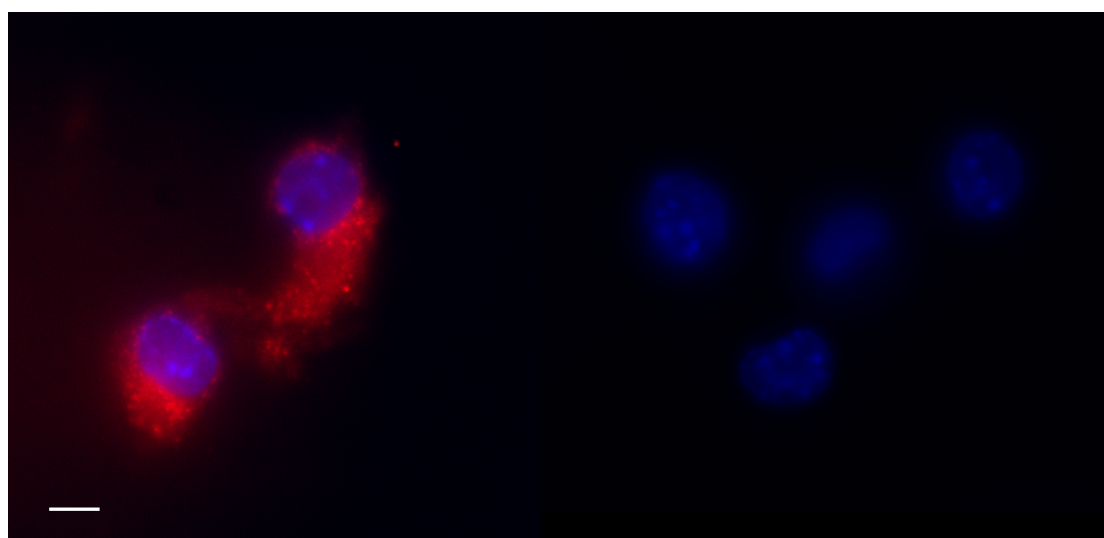

Supplementary Figure 2. Microarray data lists showing fold change values for all genes in the Illumina array (see separate file).

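These lists give, for each probe of the array, the log FC of a treatment against untreated BMDM with its p-value and adjusted p-value. For the 1 h data, the copy used here holds the first 1995 probes of each list, and 23700 further ones were not used here. The lists name 22 probes with an adjusted p under 0.05 at 1 h with LPS, from 20 genes, among them Dusp2 and Irf1 with more than 1 probe each. Of these probes 20 were called here, and the others are the probes of Irf1, which activates interferon response genes, with a log FC of 1.58 at the brighter one (adjusted p = 0.237 from limma). The study chose these genes on the same arrays, so this overlap is not independent evidence.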

Supplementary Figure 3. BMDM were treated with 50ng/ml LPS in the presence or absence of 5 μ g/ml hBD3 for 18hr. IFN β levels in the cell culture supernatants were measured by ELISA, n=3 (BMDM from 3 separate mice). Figure shows means $\pm$ SEM, significance assessed by unpaired t-test, *p<0.05 was calculated by comparing LPS plus hBD3 to LPS alone.

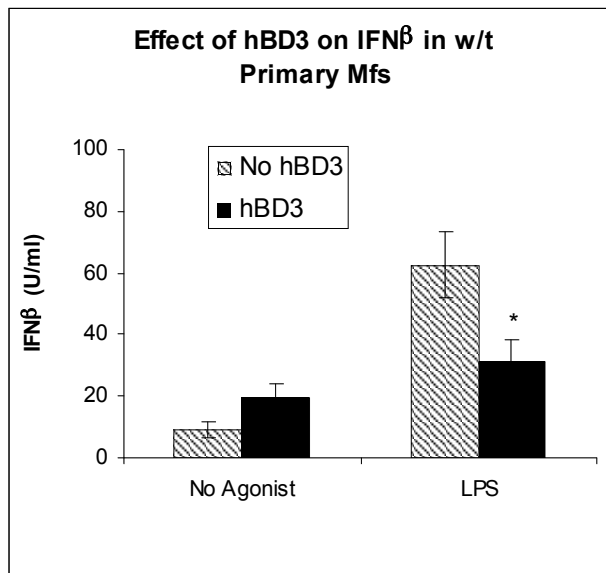

Supplementary Figure 4. BMDM were treated with 50ng/ml LPS in the presence and absence of 5 μ g/ml hBD3. Cell surface expression of CD40 and CD86 was assessed by flow cytometry. Raw data show fluorescence shift after LPS stimulation, which is not apparent after treatment with combined LPS and hBD3 (representative sample of n=3).

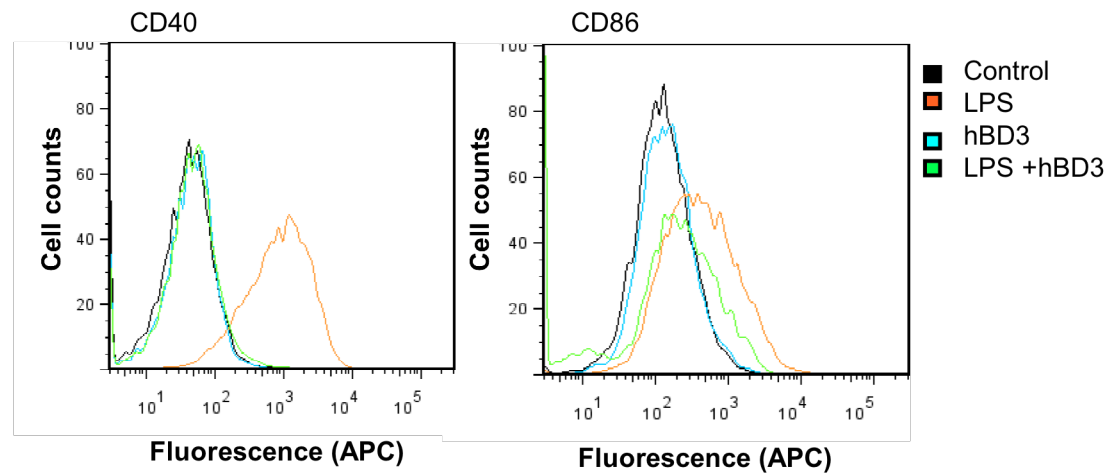

Supplementary Figure 5. Global gene expression changes in BMDM treated for 1 hour with 50ng/ml LPS in the presence and absence of 5 μ g/ml hBD3. Each box represents the interquartile range centred upon the median (and containing 50% of the values), the whiskers denote 1.5 times the interquartile range, and the circles represent outlier values beyond the whiskers. In each case the distribution of logFC values (y-axis) for all genes on the array are shown relative to untreated cells. Each circle on the graph represents a gene on the array.

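In the values computed here, the lower and upper quartiles of log FC over all 25697 probes were -0.06 and 0.07 with LPS, -0.06 and 0.06 with LPS plus hBD3, and -0.06 and 0.06 with hBD3. The highest point with LPS was Cxcl1. The lowest was a dimmer probe of the macrophage gene Gpnmb (log2 signal 6.55 on LPS replicate 1, against 10.62 and 11.51 on LPS replicates 2 and 3), and the brightest probe of this gene did not lie far from 0.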

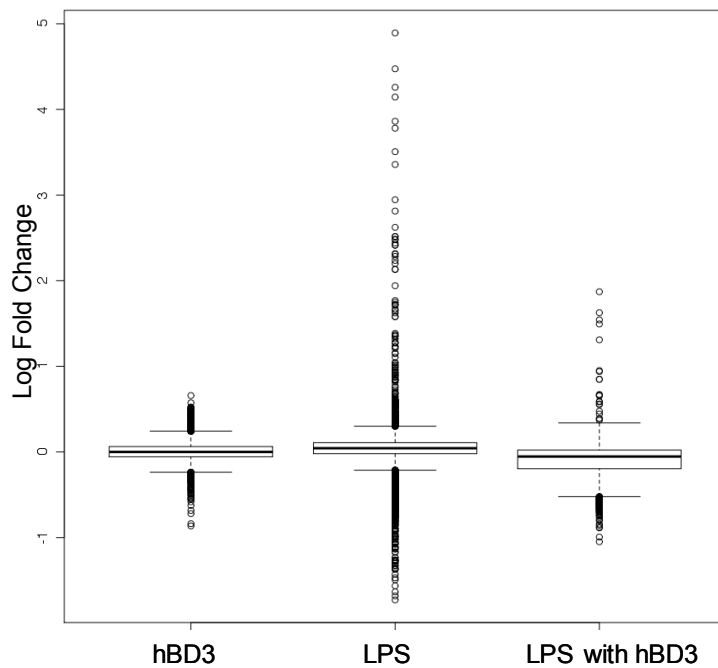

Table S1: KEGG enrichment among genes suppressed by hBD3

**Term**	**Number of genes in pathway**	**Adjusted p value (Benjamini & Hochberg method)**
Toll-like receptor pathway	23	p<0.001
NOD-like receptor signalling pathway	17	p<0.001
Jak-STAT signalling pathway	23	p<0.05
Adipocytokine signalling pathway	14	p<0.05
MAPK signalling pathway	32	p<0.05
Cytokine-cytokine receptor interaction	30	p<0.05
ErbB signalling pathway	15	p<0.05
Cytosolic DNA sensing pathway	11	p<0.05

Table S2: GO terms enriched in genes upregulated in response to LPS shown to be suppressed with the addition of hBD3. All GO terms found to be significantly enriched in upregulated genes with both LPS treatment and combined LPS and hBD3 treatment are listed with the corrected enrichment p-values and the numbers of genes (n) involved in each dataset.

GO term	Description	LPS		LPS with hBD3	
		p	n	p	n
GO:0006954	inflammatory response	1.54e-09	16	1.39e-05	8
GO:0050900	leukocyte migration	5.53e-05	4	1.88e-05	4
GO:0009611	response to wounding	7.07e-09	17	1.16e-04	8
GO:0006952	defense response	1.02e-09	24	0.000273	13
GO:0006955	immune response	8.61e-11	20	0.000756	9
GO:0030593	neutrophil chemotaxis	0.00115	4	0.000826	3
GO:0051239	regulation of multicellular organismal process	1.05e-07	25	0.0011	12
GO:0070887	cellular response to chemical stimulus	2.84e-05	12	0.00145	4
GO:0002376	immune system process	8.61e-12	28	0.00159	5
GO:0051716	cellular response to stimulus	4.07e-06	21	0.00213	5
GO:0030595	leukocyte chemotaxis	0.0028	6	0.00342	3
GO:0045941	positive regulation of transcription	4.18e-06	18	0.00415	8
GO:0060326	cell chemotaxis	0.00438	6	0.00421	3
GO:0050793	regulation of developmental process	5.02e-08	27	0.00569	10
GO:0010628	positive regulation of gene expression	1.87e-06	19	0.00569	8
GO:0016477	cell migration	0.0184	4	0.0066	4
GO:0045935	positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	1.68e-07	16	0.00938	8
GO:0048870	cell motility	0.0328	4	0.0105	4
GO:0048522	positive regulation of cellular process	1.57e-12	44	0.0108	13
GO:0050794	regulation of cellular process	1.89e-06	61	0.011	490
GO:0010557	positive regulation of macromolecule biosynthetic process	5.59e-07	20	0.0129	8
GO:0051173	positive regulation of nitrogen compound metabolic process	5.86e-10	23	0.0129	8
GO:0031328	positive regulation of cellular biosynthetic process	2.19e-08	22	0.0206	8
GO:0009891	positive regulation of biosynthetic process	3.52e-10	23	0.0228	8
GO:0065007	biological regulation	1.78e-05	69	0.0352	53
GO:0043065	positive regulation of apoptosis	4.08e-06	21	0.0404	7
GO:0043068	positive regulation of programmed cell death	6.48e-07	22	0.0420	7
GO:0048518	positive regulation of biological process	4.20e-12	46	0.0464	13
GO:0010942	positive regulation of cell death	1.02e-06	22	0.0477	7
GO:0009605	response to external stimulus	0.039	8	0.0487	5
GO:0042379	chemokine receptor binding	3.16e-05	8	0.00427	5
GO:0005125	cytokine activity	3.28e-10	17	2.90e-07	9
GO:0005126	cytokine receptor binding	3.61e-09	14	7.08e-05	7
GO:0005102	receptor binding	2.10e-06	25	0.0035581	14
GO:0008009	chemokine activity	2.46e-05	8	0.0037	5
GO:0005615	extracellular space	1.01e-06	20	3.21e-05	14
GO:0044421	extracellular region part	0.000272	21	8.52e-05	80

Table S3: LPS response pathways attenuated in the presence of hBD3 after 1hr.

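In the values computed here, genes of TLR signaling with this pair of signs included Cd14, a co-receptor of TLR4 for LPS (log FC 0.15 with LPS and -0.01 with LPS plus hBD3, against untreated BMDM), and Tbk1, a kinase of the TRIF pathway (0.02 and -0.11). Neither passed the test in these comparisons or in LPS plus hBD3 against LPS (adjusted p = 1 from limma), and both are named because their values were seen.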

All GO terms found to be significantly enriched in the subset of genes up-regulated with LPS treatment but down-regulated with LPS treatment in the presence of hBD3 are listed with the corrected enrichment p-values and the numbers of genes (n) involved.

GO Term	Description	P	N
GO:0006915	apoptosis	2.864994e-05	25
GO:0012501	programmed cell death	3.946558e-05	25
GO:0002376	immune system process	0.03348246	10
GO:0051092	positive regulation of NF-kappaB transcription factor activity	0.03359752	7
GO:0044260	cellular macromolecule metabolic process	0.03423035	286
GO:0045944	positive regulation of transcription from RNA polymerase II promoter	0.04038606	7
GO:0045893	positive regulation of transcription, DNA-dependent	0.04337762	8
GO:0051254	positive regulation of RNA metabolic process	0.04493093	8
GO:0008219	cell death	0.0003722191	25
GO:0016265	death	0.000419969	25
GO:0051173	positive regulation of nitrogen compound metabolic process	0.001996291	8
GO:0009893	positive regulation of metabolic process	0.003762462	11
GO:0009891	positive regulation of biosynthetic process	0.00684607	10
GO:0031325	positive regulation of cellular metabolic process	0.01058552	8
GO:0048522	positive regulation of cellular process	0.01116082	14
GO:0045935	positive regulation of nucleobase, nucleoside, nucleotide and nucleic acid metabolic process	0.02375989	9
GO:0044424	intracellular part	4.9766e-11	672
GO:0043231	intracellular membrane-bounded organelle	3.6058e-08	514
GO:0043227	membrane-bounded organelle	3.83675e-08	514
GO:0043226	organelle	7.5245e-07	545
GO:0043229	intracellular organelle	1.2516e-06	543
GO:0005634	nucleus	0.00034568	306
GO:0005737	cytoplasm	0.00163155	239

Supplementary Methods

Solid Phase Peptide Synthesis and Oxidative Folding

All peptides were produced on an Applied Biosystems 433A peptide synthesizer by standard Fmoc (fluorenylmethyloxycarbonyl chloride) chemistry. Amino acids were purchased from NovaBiochem and were assembled on Rink-amide-MBHA resin. Pre-activated Fmoc-Cys(Trt)-OPfp was used to avoid enantiomerization. Fmoc protecting groups were removed using a 1% 1,8-diazabicyclo[5.4.0]undec-7-ene (DBU) / hexamethyleneimine (HMI) mixture in N, N,-Dimethyl Formamide (DMF) and 4 equivalents amino acid/ O-Benzotriazole-N,N,N',N'-tetramethyl-uronium-hexafluoro-phosphate (HBTU)/ N, N-Diisopropylethylamine (DIAE) mixture was used for coupling (except Pre-activated Fmoc-Cys(Trt)-Opfp, which was only coupled in DMF solution). The N-terminal labeling of peptides with fluorescent dye was performed on resin-bound peptide using 4 equivalents of 5,6 carboxytetramethylrhodamine succinimidyl ester (5(6)-TAMRA SE) and 6 equivalents of DIAE in DMF, incubating for 2 hours. Cleavage was performed in a Trifluoroacetic acid (TFA)/ Triisopropylsilane (TIS) /1, 2-Ethanedithiol (EDT)/ Phenol (90:4:4:2) mixture for 90min. Oxidative folding was achieved by dissolving peptides to a concentration of 0.1mg/mL in folding buffer (0.5-1.0M Guanidine hydrochloride (GuHCl), 0.1M Tris, 1mM glutathione (GSH), 0.1mM oxidized glutathione (GSSG), pH 8.5) and stirring for 48 hours. Folding was monitored by HPLC, which, in each case, revealed one major species that was used in subsequent experiments. Folding procedures were developed to give the correct HBD3 structure, as verified previously by nuclear magnetic resonance structure determination. The folded products were purified by C18 column HPLC and identified as fully oxidized peptides by mass spectrometry.. Quantitative concentrations were determined with amino acid analysis at the molecular structure facility at UC Davis.

Image Analysis

Live cell image analysis was carried out using a Zeiss Axiovert 200 fluorescence microscope equipped with 100x/1.4 plan apochromat objective (Carl Zeiss, Welwyn, UK), Lambda LS 300W Xenon source with liquid light guide, excitation and emission filterwheels (Sutter Instrument, Novato, CA) with #86000 Sedat quad set (Chroma Technology Corp., Rockingham, VT), ASI PZ2000 3-axis XYZ stage with integrated

piezo Z-drive (Applied Scientific Instrumentation, Eugene, OR), and Photometrics Coolsnap HQ2 CCD camera (Roper Scientific, Tucson, AZ). The system is equipped with a Solent Scientific incubation chamber with CO² enrichment (Solent Scientific, Segensworth, UK). Z-stacks were captured over a distance of 30μM at 0.2μM per slice. An image was selected from the centre of the stack to show the distribution of HBD3^{TAMRA} within the cell.

Microarray analysis

Raw data from Beadstudio was imported into R using the bioconductor package Beadarray (Dunning, 2007) and Quantile normalization was applied to summarized probe expression level to correct for systematic differences in expression level across/between chips. 

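Quantile normalization gives every array the same distribution of signals and keeps the order of the probes within each array. It removes a difference in overall brightness between arrays, and with it any change in the same direction of most genes. Before it, the median signal was 47.79 to 53.23 on the untreated arrays, 44.1 to 57.12 with hBD3, 48.83 to 53.61 with LPS and 47.15 to 52.15 with LPS plus hBD3. The mean signal on replicates 1 to 3 was 327.5, 232.58 and 268.85 with LPS and 309.08, 218.16 and 250.75 in untreated BMDM. It was 269.35, 173.75 and 232.13 with LPS plus hBD3 and 260.59, 193.37 and 339.05 with hBD3. At each replicate number the untreated array thus lay below that with LPS and above that with LPS plus hBD3. The deposited value table has a median of 49.77 on every array.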

Normalized expression data were analyzed with the Limma bioconductor package (Smyth, 2005) using a two-stage linear statistical model to find differentially expressed genes between treatment groups. P-values were adjusted for multiple testing using the Benjamini and Hochberg method. Probes with an adjusted p value of < 0.05 were selected as differentially expressed.

GO enrichment of differentially expressed genes was carried out using the online Functional Annotation Tool DAVID (Database for Annotation, Visualisation and Integrated Discovery) and p-values were adjusted for multiple testing using the Benjamini and Hochberg method. Additional, complementary analysis was carried out using GOrilla to discover further enriched GO terms with a more flexible thresholding approach. GOrilla finds the point in the list at which the most significant enrichment is obtained for a given GO term, and then calculates the significance of this enrichment relative to the remainder of the ranked gene list (Eden, 2009). All datasets were processed using GOrilla (for the three GO hierarchies: biological process, molecular function, cellular component) in each case examining the results from ranked lists of genes sorted in an ascending (highest logFC at top) and also a descending (lowest logFC at top) order. This identifies GO terms enriched in the genes most positively and also negatively differentially expressed genes. Enrichment p-values were Bonferroni corrected and reported if < 0.05.

Supplementary Movie Legend

RAW264.7 cells were exposed to 5 μ g/ml hBD3^{TAMRA} just prior to live cell image analysis using a Zeiss Axiovert 200 fluorescence microscope equipped as outlined in supplementary materials and methods. Z-stacks were captured over a distance of 30 μ M at 0.2 μ M per slice every 10 minutes over a 2 hour period. The optimal z-plane from each stack at each time point was selected and sequentially displayed to show the accumulation of hBD3^{TAMRA} within the cell over the 2 hour period.

References

Smyth, G. K. Limma: linear models for microarray data. In: **Gentleman, V., Carey, S., Dudoit, R., Irizarry and W. Huber, W.** (Eds) Bioinformatics and Computational Biology Solutions using R and Bioconductor. R., Springer, New York, 2005.

Dunning, M.J., Smith, M.L., Ritchie, M.E., Tavaré, S. Beadarray: R classes and methods for Illumina bead-based data. *Bioinformatics* 2007. **23**: 2183-2184.

Eden, E., Navon, R., Steinfeld, I., Lipson, D. and Yakhini, Z. GOrilla: a tool for discovery and visualization of enriched GO terms in ranked gene lists. *BMC.Bioinformatics*. 2009. **10**: 48.

Benjamini, Y., and Hochberg, Y. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *J Roy Statist Soc Ser B (Methodological)* 1995. **57**: 289-300.

How the deposited data were processed for this re-analysis (not part of the article)

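Gene expression at 1 h was measured in BMDM of Balb/c mice on 12 Illumina MouseRef-8 arrays, 3 for each of 4 groups (untreated, hBD3, LPS, and LPS plus hBD3). Each file column was assigned to its sample by the sample's title. As deposited, one file holds linear signal intensities that the authors summarized per probe in BeadStudio for 25697 probes, not normalized between arrays and with no value at or below 0 (lowest 27.98). Per the file headers, it also holds BeadStudio's detection p-values, which were calculated for each probe and array. Another holds a table of intensities that the authors quantile normalized, which share one distribution (columns sorted by size differ by at most 0.765) and the order of the signals within each array. Its sorted values differ from the mean of the 12 sorted signal columns by up to 294.7 (median 0.196). The signals were used for all main results and the value table as an alternative. The submitters' processing notes name limma, with no version. The version of BeadStudio and the arrays' places on BeadChips were not given in the sources used here. No per-sample column was left unused.

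The signals were quantile normalized across the 12 arrays, which the paper's Supporting Information names, and log2 transformed. No background correction and no filter on low signals were applied. In R 4.3.3, limma 3.58.1 was fitted to a mean for each of the 4 groups on all 12 arrays, with moderated variances (no trend, not robust). The comparisons were LPS, LPS plus hBD3 and hBD3 against untreated, LPS plus hBD3 against LPS, and the difference between the effect of hBD3 with LPS and without it. P-values were adjusted by the method of Benjamini and Hochberg over all probes of a comparison, and an adjusted p under 0.05 was the threshold. All p-values in the text are from limma unless another test is named. Errors of log FC are limma's standard errors (SE) and errors of signals are SD over 3 arrays.

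Probes were named with the probe table given with the series (23978 with 1 symbol, 1719 with none), and 174 of the unnamed ones with the paper's table. Of the symbols, 23962 matched an Entrez ID in the RefSeq table and 0 changed. A gene with more than 1 probe (4777 of 16593 genes) was represented by the probe with the highest mean signal. The genes named in the text were chosen by a rule set before the data were examined, with the values in the paper's tables seen. It takes the genes the paper names for 1 h and in Fig. 2C, the genes of its 22 called probes, up to 20 genes with the largest change past the test in each comparison, the 4 genes of each list with the largest log FC in LPS against untreated and in LPS plus hBD3 against LPS, and Actb and Gapdh. Apaf1, Bcl2, Ccl3, Fas, Gpnmb, H2-Ab1, Ifit3, Irf5, Irf7, Junb, Nfkbie and Ppp1ca lie outside it and were named after their values were seen, and further such genes are marked where they appear. A gene counted as not well above background in a group when its detection p was 0.01 or more on all arrays of the group.

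The gene lists were tested with limma's camera at a correlation between genes of 0.01, with a correlation estimated from the data, and with fry, whose value is given where its call differs from that of camera, and p-values were adjusted over the 18 lists of a comparison. They were early cytokines and chemokines, immediate early transcription factors, feedback inhibitors of NF-κB and MAPK signaling, TLR signaling components, apoptosis genes, interferon-induced genes, co-stimulatory and adhesion molecules, heat shock and stress genes, markers of macrophages, neutrophils and granulocytes, lymphocytes, dendritic cells, and stromal and erythroid cells, housekeeping genes, ribosomal protein genes, oxidative phosphorylation genes, and the study's own choices, the Fig. 2C genes and its 1 h calls. The share of the response left was the slope through the origin of the log FC with LPS plus hBD3 on that with LPS over the members detected with LPS. Nfkbiz, a member of the feedback list, also acts as a coactivator of NF-κB. Ppp1r15a, of the same list, is a phosphatase subunit of the stress response. Ier3, of the transcription factor list, is an immediate early gene not established as a transcription factor. The lists were set with values of some members seen in the paper's tables, which come from the same arrays. The share over members detected in untreated BMDM was added after the data were seen, and so were simulations in which LPS plus hBD3 had the group means of LPS, with noise at limma's variances.

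The alternatives set before the data were examined were background correction with limma's neqc (offset 16), median scaling, quantile normalization of log2 signals, the value table, only the 10123 probes detected on at least 3 arrays, the replicate number as a block, a fit to the compared groups alone, array weights, a trended and robust variance, 1 probe per gene, and leaving out each of the 12 arrays. Chosen after seeing the data, for all results, were no normalization and replicates 2 and 3 only. Of the 12 arrays, 11 correlated best, after removing group means, with the arrays of their own replicate number. The correlation of equal numbers exceeded 0.1 in every pair of groups except untreated and LPS (lowest 0.073), so values with a replicate block are given too for LPS plus hBD3 against LPS. The main fit has no block and leaves variation shared by equal numbers in its error. Its counts below chance at an unadjusted p therefore do not show that few genes changed. The test was checked on simulated data with 200 changed probes, drawn from those detected on all 12 arrays, with noise independent between arrays. No depth in reads applies to arrays, and their number limits the precision.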

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

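The tests of array brightness, the paper's table, genes pushed below the untreated level, RNA or labelling quality, cells of another type and a wrong label were chosen after the result was seen.

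A difference between the effects of hBD3 with and without LPS was tested directly. The early cytokines and chemokines (adjusted p = 1.25e-11 from limma's camera, 0.00221 with an estimated correlation), the immediate early transcription factors (1.74e-06, 0.00523 with an estimated correlation) and the feedback inhibitors of NF-κB and MAPK signaling (4.78e-20, 0.00221 with an estimated correlation) had a more negative effect of hBD3 with LPS than without it. The median differences were -0.44, -0.13 and -0.66 on the log2 scale. Of single probes 0 passed this test (smallest adjusted p 0.0585, 657 at an unadjusted p under 0.05), while 20 passed with a replicate block, 12 with array weights, 8 with a trended and robust variance, 7 with detected probes only, 5 under median scaling, 4 with 1 probe per gene, 17 without LPS replicate 1 and 1 without LPS plus hBD3 replicate 3. In the direct comparison of LPS plus hBD3 with LPS 14 probes fell, among them those of Cxcl1, Socs3 and Nfkbid, and the paper's 1 h lists give each treatment against untreated BMDM.

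The first pattern is the set of genes with a positive log FC with LPS and a negative one with LPS plus hBD3, 4802 probes here. Of 100 groupings of the 9 arrays, 19 gave as many (highest other 5851), so chance is not excluded for the count. After quantile normalization the LPS-induced genes called without a replicate block were not pushed below the untreated level, since 0 of the 27 probes called with LPS had a negative log FC with LPS plus hBD3 (2 under median scaling, of Ppp1r15a and Sgk1, and 3 with no normalization). With the block Flrt3 passed with LPS (log FC 0.49, adjusted p = 0.017 from limma). Its log FC with LPS plus hBD3 was -0.11, which did not pass against untreated BMDM. Overall array brightness is a candidate explanation for a larger set, since the count was 10509 with no normalization and 91.7% of its excess over the 4285 of the simulation went with quantile normalization. The fold changes of the paper's table match log2 differences of the signals with no normalization, with 0% of 3990 differing by more than 0.001 (60 were within 0.001 after quantile normalization), and a change in the same direction of most genes with hBD3 stays open because normalization would remove it.

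The second pattern is LPS replicate 1, which differed from the other LPS arrays by up to 6.45 (log2) at an Actb probe, -4.60 at Ppp1ca and -4.01 at H2-Ab1, another probe of which lay at 0.06. LPS plus hBD3 replicate 1 differed from its own group by -0.22 at Ppp1ca. It shared other deviations, at Cytip (2.83 and 2.69), Cx3cr1 (2.34 and 2.46) and Egr2 (-2.38 and -2.135), named because their values were seen. The pattern is thus in part common to the 2 arrays. The early cytokines detected with LPS rose on LPS replicate 1 by a median of 1.24 over the untreated mean (1.7 and 1.57 on LPS replicates 2 and 3). This argues against a wrong label on an array not given LPS. A swap with an array of LPS plus hBD3 was not tested. Cells of another type cannot be told apart from other explanations, because 1 to 6 markers per list were detected (highest median of a list 0.07, single markers S100a8 at 0.84, Cd2 at 0.53 and Pf4 at 0.51), nor can RNA or labelling quality. The SD of differences between probes of 1 gene was 0.377 there, 1.46 times that of the next array (LPS replicate 3, 0.259), which shares the group mean with it and is raised by it.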

How the results depend on the processing

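No normalization, replicates 2 and 3 only and the share left over members detected in untreated BMDM (39.2%) were chosen after the results were seen. The early cytokines and chemokines, immediate early transcription factors and feedback inhibitors kept their direction and their call under camera in all 22 settings chosen before the data were examined and in both added ones, in LPS against untreated and in LPS plus hBD3 against LPS. Of the named genes' results, 0 reversed, 102 lost and 78 gained a call in those 22 settings, and 9312 were the same. A reversal was counted only where the gene passed in either fit. Signs that turned without a call in either fit count as the same, as for Tlr2 with LPS plus hBD3 under median scaling. The cause of the changes was not tested, apart from fewer arrays or probes where a setting leaves them out. The probes called with LPS (27) were 72 with a replicate block, 6 in a fit to the compared groups alone, 44 with array weights and 78 with replicates 2 and 3 only. With LPS plus hBD3 against untreated (0) they were 2 with the block. With LPS plus hBD3 against LPS (14) they were 9 with background correction, 42 with the block, 0 with the compared groups alone and 51 with replicates 2 and 3 only. For the difference between the effects of hBD3 (0) they were 5 under median scaling, 7 with detected probes only, 20 with the block, 12 with array weights, 8 with a trended and robust variance, 4 with 1 probe per gene, 3 with no normalization and 26 with replicates 2 and 3 only. The interquartile range with LPS (0.124) was 0.202 with detected probes only. With LPS plus hBD3 (0.113) it was 0.218 under median scaling and with no normalization, 0.132 with detected probes only and 0.129 with replicates 2 and 3 only. With hBD3 (0.116) it was 0.105 with background correction, 0.169 with detected probes only and 0.148 with replicates 2 and 3 only. The 4802 probes of opposite signs were 7698 under median scaling, 1912 with detected probes only and 10509 with no normalization. The share left (38.7%) was 30.7% under median scaling, 29.7% with no normalization and 41.1% with replicates 2 and 3 only. With LPS, the TLR signaling components had an adjusted p of 0.000398 with replicates 2 and 3 only, the apoptosis genes 0.0266 with array weights and 1.62e-05 with replicates 2 and 3 only, and the interferon-induced genes 0.0188 with replicates 2 and 3 only. With LPS plus hBD3 against LPS, the TLR signaling components had 0.000115 under median scaling, 0.0233 with the block, 0.0443 with the compared groups alone, 0.0154 with array weights, 0.000302 with no normalization and 0.000114 with replicates 2 and 3 only. The apoptosis genes had 0.00684 under median scaling, 0.0437 with detected probes only, 0.0332 with the block, 0.0313 with array weights, 0.0123 with no normalization and 0.00109 with replicates 2 and 3 only. The direction reversed for ribosomal protein genes (0.122 under median scaling, 0.339 with no normalization) and oxidative phosphorylation genes (0.00122 and 0.0123) in LPS plus hBD3 against LPS, for oxidative phosphorylation genes with LPS without LPS replicate 1 (0.000444) and with replicates 2 and 3 only (0.0117, highest adjusted p 0.529 without LPS plus hBD3 replicate 2), and for interferon-induced genes with LPS without LPS replicate 1 (0.0324) or untreated replicate 3 (0.0451) and in LPS plus hBD3 against LPS without LPS replicate 1 (0.0415). Of these gained or reversed list calls, those that passed with an estimated correlation were of the TLR signaling components (0.0496 with LPS, 0.0421 against LPS) and the apoptosis genes (0.0189 and 0.0421) with replicates 2 and 3 only and of the apoptosis genes without LPS replicate 1 (0.0436 and 0.0472), and the others had 0.0551 or more (under median scaling 0.45 for both lists and 0.643 for oxidative phosphorylation genes). Leaving out 1 array gave 19 to 44 probes called with LPS, 9 to 29 with LPS plus hBD3 against LPS and 0 to 17 for the difference between effects. The interquartile ranges were 0.120 to 0.157 with LPS, 0.110 to 0.142 with LPS plus hBD3 and 0.114 to 0.144 with hBD3, the probes of opposite signs 4029 to 5713 and the share left 34.1% to 42.6%. The adjusted p with LPS was 0.0447 to 0.886 for the TLR signaling components, 0.00599 to 0.573 for the apoptosis genes and 0.00101 to 0.996 for the interferon-induced genes, and against LPS 0.0113 to 0.541, 0.0071 to 0.551 and 0.024 to 0.992. A block for the BeadChip was not run, since the BeadChip of each array was not given in the sources used here. Signal over background limits the results where genes were not detected, such as Il6.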

Differences from the paper's values

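The paper counts 8401 genes with a positive log FC with LPS and a negative one with LPS plus hBD3, and the count here was 4064 genes. Of the 22 alternatives set before the data were examined, 1 came within 1.5 times the paper's count (median scaling, 6184 genes) and 21 did not (lowest 1660). With no normalization, chosen after seeing the values, the count was 8187 genes, and that setting drops 5 of the paper's 22 called probes. The drop concerns p-values, which no fit tried here matched, and not the listed fold changes, which match with no normalization. The lower quartile of log FC with LPS plus hBD3 is about -0.2 in Supporting Information Fig. 5, read by eye, and was -0.056 here, and the upper quartile is about 0.02 in Supporting Information Fig. 5, read by eye, and was 0.057 here. In all 22 alternatives set beforehand both quartiles differed from the paper's by more than the SD of the interquartile range over replicates (0.0125), at -0.17 to -0.05 and 0.05 to 0.07, with median scaling nearest (-0.17 and 0.05). That SD is of ranges taken on single arrays, and the error of reading by eye was not measured. With no normalization, chosen after seeing the values, the quartiles were -0.20 and 0.02, within the paper's, and this setting drops the same 5 probes.

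The paper names Tlr2 among the genes raised by LPS and lowered below untreated by LPS plus hBD3. Here its log FC with LPS plus hBD3 was 0.14, and it was negative in 3 of those 22 alternatives (median scaling, -0.08, without LPS plus hBD3 replicate 1 and without untreated replicate 3) and with no normalization (-0.11), chosen after seeing the values, which drops 5 of the paper's called probes. Myd88 (-0.08) and Irak2 (-0.02) had the signs the paper gives, each in 21 of the 22. The paper lists Irf1 among the genes called with LPS, and here it was not (log FC 1.58, adjusted p = 0.237 from limma). All 22 of the paper's called probes passed with a replicate block, with array weights, without LPS replicate 1 and with replicates 2 and 3 only, the last chosen after seeing the values, and 21 passed under median scaling and with detected probes only. The paper states that log FC with hBD3 lies closer to 0 than with the other treatments. The interquartile range here was 0.116 with hBD3 and 0.113 with LPS plus hBD3, a difference smaller than the SD over replicates (0.0125), and hBD3 had the narrowest range in 6 of those 22 alternatives (median scaling, and without LPS plus hBD3 replicate 1, 2 or 3 or untreated replicate 2 or 3) and with no normalization, chosen after seeing the values, which drops 5 of the paper's called probes. By the number of probes beyond a log FC of 1, hBD3 was closest to 0, with 0 against 94 with LPS (52 without LPS replicate 1) and 9 with LPS plus hBD3. The paper's p-values in its 1 h lists were not matched by any fit tried here. The paper's 21 called genes and the 26 here are within 1.5 times of each other.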

Other observations

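The tests of a common factor and of the H2A histone genes were chosen after the result was seen.

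Fig. 2C of the paper shows genes at a later time than 1 h, with KLA in place of LPS. At 1 h, several of these genes were not called with all arrays and no replicate block. Il6, Il12a and Il27 were not well above background with LPS or in untreated BMDM. Ifnb1, an interferon, was at least 1.07-fold and Il1a at least 1.45-fold higher with LPS than the background level of untreated BMDM, and the log FC was 0.32 for Ccl5, 0.27 for Cd86, 0.83 for Cd40, 0.95 for Traf1 and 0.93 for Cxcl10, with an adjusted p of 1 for each but Ifnb1 (0.808). Some were called in other settings, Ifnb1 (adjusted p = 0.000232) and Il1a (0.0207) without LPS replicate 1, Ifnb1 with array weights (0.0197), Cd40 (0.0355) and Traf1 (0.0181) with a replicate block, and Cxcl10 (0.00483), Ifnb1 (0.00166), Il1a (0.0471) and Traf1 (0.0388) with replicates 2 and 3 only, chosen after seeing the data. Of the 21 Fig. 2C genes 8 rose with LPS (15 when adjusted over the list alone, camera adjusted p = 9.66e-42, and 0.000241 with an estimated correlation), and against LPS 4 fell with LPS plus hBD3 (14 when adjusted over the list alone, 10 with a replicate block). Of 19 genes of the study's 1 h calls 18 rose and 8 fell with LPS plus hBD3 against LPS (17 with a replicate block), which is not independent evidence since they were chosen on these arrays.

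With the replicate block, 8 probes were higher with LPS plus hBD3 than with LPS, and 7 of them belong to H2A histone genes, which encode core proteins of the nucleosome. Their log FC was 0.49 to 0.98, with H2ac24 at 0.95 (adjusted p = 0.00209) and H2ac10 at 0.87 (adjusted p = 0.000538), and 0 passed without the block. They were named after their values were seen. Of 14 probes of such genes 12 were higher, with a median log FC of 0.39, and against untreated BMDM the median with LPS was -0.16. These genes have near-identical sequences, and shared signal between them was not tested.

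With LPS, the macrophage markers (adjusted p = 0.185, median -0.08, and 0.0375 without LPS replicate 2, but adjusted p = 0.106 with an estimated correlation), heat shock and stress genes (0.114), neutrophil and granulocyte markers (0.793), lymphocyte markers (0.85), dendritic cell markers (0.21, and 0.0159 without LPS replicate 1, but adjusted p = 0.0891 with an estimated correlation), stromal and erythroid markers (0.629) and housekeeping genes (0.105) did not pass as groups by camera. By fry the housekeeping genes were lower with LPS (adjusted p = 0.0254, median -0.04, and 0.01 under median scaling) and with LPS plus hBD3 against untreated BMDM (0.0283). The ribosomal protein genes were lower with LPS (adjusted p = 0.0358, median -0.03), but adjusted p = 0.632 with an estimated correlation and 0.761 by fry, and they did not pass under median scaling (0.37), where the median was 0.02, or without untreated replicate 1 (0.807), untreated replicate 2 (0.204) or LPS replicate 3 (0.975). Against LPS they were higher with LPS plus hBD3 (adjusted p = 0.000945, and 0.379 with an estimated correlation and 0.559 by fry), lower under median scaling (0.122), and did not pass without LPS replicate 3 (0.379). The oxidative phosphorylation genes were at adjusted p = 0.491 with LPS (0.0106, higher, without LPS replicate 3, and 0.000444, lower, without LPS replicate 1, but adjusted p = 0.715 and 0.317 with an estimated correlation) and 0.00795 with LPS plus hBD3 against untreated BMDM (adjusted p = 0.721 with an estimated correlation and 0.842 by fry), where median scaling turned the direction (0.0434, but adjusted p = 0.752 with an estimated correlation). Between LPS plus hBD3 and LPS they were at 0.125, and at 2.01e-09, higher, without LPS replicate 1 (adjusted p = 0.12 with an estimated correlation), and lower under median scaling (0.00122, but adjusted p = 0.643 with an estimated correlation). In LPS plus hBD3 against LPS the macrophage markers had an adjusted p of 0.0677, and of 0.0236 with a replicate block (adjusted p = 0.244 with an estimated correlation), 0.024 without LPS plus hBD3 replicate 1 and 0.0113 without LPS replicate 2 (adjusted p = 0.137 and 0.0523 with an estimated correlation). On LPS replicate 1 the oxidative phosphorylation genes detected lay 0.37 and the ribosomal protein genes 0.21 above the other LPS arrays. Under median scaling 0 of 13 housekeeping genes lay above their untreated level with LPS plus hBD3 (adjusted p = 0.00569, and 0.294 with an estimated correlation), against 4 after quantile normalization (0.0811).

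A hypothesis for the attenuation is that hBD3 may scale the LPS response of all induced genes by 1 common factor. Over the 27 probes called with LPS the common share left was 35.2%, and 1 of them departed from it, Ppp1r15a with 4.6% left (adjusted p = 0.0148), whose log FC with LPS plus hBD3 was -0.22 under median scaling, while the others had 12.1% to 53.3%. The median departure, 0.18, was below the median SE of 0.20, so departures of that size would not be seen. Error of the untreated arrays shared by both fold changes does not account for the share left among early cytokines and chemokines, which was 38.4% once that error was taken out.

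The groups of 3 arrays allow 10 splits, too few for a share under 0.05. For LPS against untreated, the 27 probes called were reached by 1 split, the real one (highest other 0), and the interquartile range of 0.124 by 10 (highest other 0.144). The camera p of the early cytokines was reached by 1 split (smallest other 9.11e-06), of the immediate early transcription factors by 1 (0.00384), of the feedback inhibitors by 1 (4.34e-08), of the TLR signaling components by 7 (0.00212), of the apoptosis genes by 2 (0.00294) and of the interferon-induced genes by 10 (3.12e-12). For LPS plus hBD3 and hBD3 against untreated, the count of 0 was reached by 10 splits each (highest other 0), and the interquartile ranges of 0.113 and 0.116 by 10 (highest other 0.146) and 8 (0.139). For LPS plus hBD3 against LPS, the 14 probes were reached by 1 split (highest other 0), and the camera p of the early cytokines by 1 (smallest other 0.000472), of the immediate early transcription factors by 1 (0.00632), of the feedback inhibitors by 1 (1.23e-06), of the TLR signaling components by 2 (0.0105), of the apoptosis genes by 3 (0.0541) and of the interferon-induced genes by 9 (6.75e-08). The 0 probes of the difference between the effects of hBD3 were reached in 100 of 100 groupings (highest other 0).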
